# Genetic Basis of Hidden Phenotypic Variation Revealed by Increased Translational Readthrough in Yeast

**DOI:** 10.1371/journal.pgen.1002546

**Published:** 2012-03-01

**Authors:** Noorossadat Torabi, Leonid Kruglyak

## Abstract

Eukaryotic release factors 1 and 3, encoded by *SUP45* and *SUP35*, respectively, in *Saccharomyces cerevisiae*, are required for translation termination. Recent studies have shown that, besides these two key factors, several genetic and epigenetic mechanisms modulate the efficiency of translation termination. These mechanisms, through modifying translation termination fidelity, were shown to affect various cellular processes, such as mRNA degradation, and in some cases could confer a beneficial phenotype to the cell. The most studied example of such a mechanism is [PSI^+^], the prion conformation of Sup35p, which can have pleiotropic effects on growth that vary among different yeast strains. However, genetic loci underlying such readthrough-dependent, background-specific phenotypes have yet to be identified. Here, we used *sup35^C653R^*, a partial loss-of-function allele of the *SUP35* previously shown to increase readthrough of stop codons and recapitulate some [PSI^+^]-dependent phenotypes, to study the genetic basis of phenotypes revealed by increased translational readthrough in two divergent yeast strains: BY4724 (a laboratory strain) and RM11_1a (a wine strain). We first identified growth conditions in which increased readthrough of stop codons by *sup35^C653R^* resulted in different growth responses between these two strains. We then used a recently developed linkage mapping technique, extreme QTL mapping (X-QTL), to identify readthrough-dependent loci for the observed growth differences. We further showed that variation in *SKY1*, an SR protein kinase, underlies a readthrough-dependent locus observed for growth on diamide and hydrogen peroxide. We found that the allelic state of *SKY1* interacts with readthrough level and the genetic background to determine growth rate in these two conditions.

## Author Summary

Proper termination is an important step in a successful mRNA translation event. Many factors, employing genetic and epigenetic mechanisms, are involved in modifying translation termination efficiency in the budding yeast, *Saccharomyces cerevisiae*. [PSI^+^], the prion conformation of Sup35p, one of the translation termination factors in yeast, provides an example of such mechanisms. [PSI^+^] increases readthrough of stop codons. This has the potential to unveil hidden genetic variation that may enhance growth in some yeast strains in certain environments. The specific details of readthrough-dependent phenotypes, however, have remained poorly understood. Here, we used a partial loss-of-function allele of *SUP35*, which increases readthrough of stop codons, and a recently developed linkage mapping technique, X-QTL, to map loci underlying readthrough-dependent growth phenotypes in two divergent yeast strains, BY (a laboratory strain) and RM (a wine strain). We found that readthrough-dependent growth phenotypes are often complex, with multiple loci influencing growth. We also showed that variants in the gene *SKY1* underlie one of the loci detected for readthrough-dependent growth phenotypes in the presence of two chemicals that induce oxidative stress.

## Introduction

High fidelity in translation, one of the key steps in the expression of genetic information, is essential for functional integrity of the cell. Efficient termination is an important aspect of translational fidelity, and a multitude of factors participate in this process [1], [2]. The efficiency of translation termination depends on the competition between stop codon recognition by release factors and decoding by near-cognate tRNAs (tRNAs that can pair with two of the three bases of the stop codon) [3]. Recent studies of translation termination in *Saccharomyces cerevisiae* have revealed genetic and epigenetic regulatory mechanisms that modify translation termination efficiency, which can affect cellular processes such as mRNA degradation and, in some cases, can confer a beneficial phenotype to the cell [4]. The most studied example of such mechanisms is the yeast prion [PSI^+^], which is formed by a conformational change in Sup35p, a subunit of the translation termination complex [5].

[PSI^+^] is an epigenetic modifier of translation termination efficiency in *S. cerevisiae* [6]. Sup35p carries an intrinsically disordered prion-determining region at its amino terminus. When this domain switches to the aggregating amyloid conformation (the prion conformation), much of the protein becomes unavailable for translation terminations, which in turn increases readthrough of stop codons [7], [8]. [PSI^+^] was reported to generate different phenotypes in different genetic backgrounds, and most of these phenotypic effects were shown to be recapitulated by a partial loss-of-function allele of *SUP35*, *sup35^C653R^* [9].

Previous studies have shown that some of the observed [PSI^+^]-dependent phenotypic effects are due to ribosomal frame-shifting [10]. It has also been proposed that some of the observed phenotypic variation in different yeast strains can be due to [PSI^+^]-dependent increase in readthrough, which results in ribosomes bypassing stop codons and reading into regions such as sequences at the 3′ untranslated regions or pseudogenes [11]. These regions are thought to be under less selective pressure than coding sequences, and therefore may be more divergent among different yeast strains. However, specific loci underlying phenotypic differences due to increased readthrough of stop codons have yet to be identified.

Here, we used *sup35^C653R^* to examine the phenotypic effects of decreasing translation termination efficiency in various growth conditions in two divergent yeast strains, BY4724 (a laboratory strain hereafter referred to as BY) and RM11_1a (a wine strain hereafter referred to as RM). Using a quantitative dual luciferase assay [12], we showed that this partial loss-of-function allele of *SUP35* increased readthrough of stop codons, as previously reported [13]. We identified nine growth conditions (about one quarter of the growth conditions tested) in which increased readthrough of stop codons resulted in different growth responses between BY and RM. Then, we used a recently developed linkage mapping technique, extreme QTL mapping (X-QTL) [14], to find the genetic basis for the observed readthrough-dependent growth differences. We found one to six readthrough-dependent loci for the growth conditions examined, suggesting that phenotypes revealed by increased translational readthrough are often genetically complex. We further showed that variation in *SKY1* underlies a readthrough-dependent locus observed for growth in diamide and hydrogen peroxide. We found that a complex interplay between *sup35*-mediated increase in readthrough, the allelic state of *SKY1*, and genetic background determines growth in these two conditions. Our results provide new insights into the genetic basis of phenotypes revealed by decreased translation termination efficiency in yeast.

## Results

### Effect of increased readthrough on growth in some conditions varies with genetic background

To compare the growth effects of increased readthrough in BY and RM, we replaced the wildtype allele of *SUP35* in each strain with a partial loss-of-function allele, *sup35^C653R^*. Sequence comparison showed no differences between the BY and RM amino acid sequences of *SUP35* in either the N-terminal (prion forming) domain or the C-terminal (translation termination) domain. We previously showed that the baseline readthrough level is different between BY and RM [15]. We used a quantitative dual luciferase assay [12] to show that *sup35^C653R^* increases readthrough in both strains by approximately four folds (Figure S1). We then measured growth rates of BY and RM carrying the wildtype alleles of *SUP35* (hereafter “wildtype”) and *sup35^C653R^* (hereafter “*sup35*”). We tested 33 different growth conditions including alternative carbon sources, different temperatures, and growth in the presence of small molecules that perturb varied cellular processes (Table S1). These growth conditions have previously been shown to induce different growth phenotypes in isogenic [PSI^+^] and [psi^−^] strains [16] and/or different growth phenotypes in BY and RM [17]. For each genetic background, we then calculated the ratio of the *sup35* strain growth rate and the wildtype strain growth rate (hereafter, “growth rate ratio”).

We found that in control medium (YPD), the growth rate ratios for both strains were not significantly different from one (Figure 1). This showed that in both strains, *sup35*-mediated increase in readthrough had no significant effect on growth rates in rich medium. For 24 out of 33 growth conditions tested, we found that the *sup35*-mediated increase in readthrough had the same effect on growth rate ratio in BY and RM; it decreased or did not alter either strain's growth rate ratio (data not shown). However, we found nine growth conditions in which the growth rate ratio was significantly different between BY and RM (uncorrected *p*<0.05; False Discovery Rate (FDR) ∼10%; Figure 1). In five growth conditions (chlorpromazine, cobalt chloride, cycloheximide, ethanol and hydrogen peroxide) increase in readthrough did not alter growth rate in one strain (growth rate ratio not significantly different from one) while it decreased growth rate in the other strain (growth rate ratio significantly less than one). In the presence of tunicamycin, increase in readthrough did not change growth rate in BY (growth rate ratio not significantly different from one) while it increased growth rate in RM (growth rate ratio significantly greater than one). In the remaining three growth conditions (diamide, E6-berbamine, and neomycin), increase in readthrough increased growth rate in one genetic background while decreasing growth rate in the other (Figure 1).

**Figure 1:**
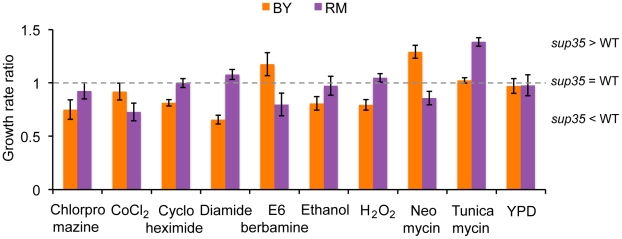
Readthrough-dependent strain-specific growth effects. The ratio of *sup35* strain growth rate and wildtype strain growth rate is plotted (mean ± SD) for BY (orange bars) and RM (purple bars) for the nine conditions in which the effect of *sup35^C653R^*-mediated increase in readthrough on growth differed between the two strain backgrounds (uncorrected *p*<0.05, FDR∼10%).

### X-QTL reveals readthrough-dependent loci

We used X-QTL [14] to examine the genetic basis of the observed readthrough-dependent differences in growth rate ratio between BY and RM. For each growth condition, we performed X-QTL on two segregant pools in parallel: a wildtype pool from a cross between wildtype BY and RM, and a *sup35* pool from a cross between BY and RM both carrying *sup35^C653R^* (Materials and Methods). 

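DNA of each segregant pool, labelled with Cy3, was hybridized with DNA of a BY/RM diploid reference, labelled with Cy5, to Agilent arrays whose probe pairs read 17566 SNPs between BY and RM. The value per SNP is the log10 ratio of the BY probe minus that of the RM probe, with the pool over the reference, so a value above 0 is an excess of the BY allele in the pool. The marks of pool construction were present throughout: in the 20-kb bin of CAN1 on chromosome V all 54 arrays that could be assigned to a cross lay above 0, with a median of 0.654 (range 0.325 to 0.773), and in the bin of MATALPHA2 on chromosome III all 54 lay below 0, with a median of -0.81 (range -0.952 to -0.386). URA3, on chromosome V as well, lay above 0 in 54 of 54 arrays (median 0.19).

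The labels give 2 arrays of the selected pool per cross, wildtype and sup35, for each of 8 conditions: chlorpromazine, CoCl2, cycloheximide, diamide, ethanol, hydrogen peroxide, neomycin and tunicamycin. The control pools, grown on YPD, have 6 arrays per cross. For E6-berbamine, 1 array per cross could be assigned, because the labels of the other 2 conflict on the cross; it was read beside the 8 conditions and left out of their totals. The remaining 8 of the 56 arrays belong to the crosses with allele replacements. The median spot was 4.98 to 14.7 times its background in the pool channel and 5.45 to 13.2 times in the reference channel, and the number of arrays limits the precision. The paper calls the replicates biological, and the labels do not state whether the arrays of a group come from separate cultures, so the p-values measure the spread between arrays.

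The authors' log ratios came from Agilent Feature Extraction after background subtraction and rank-invariant dye normalization. From the scanner file of each array, spots marked as outliers were left out and the remaining values averaged per SNP. The authors also deposited a value table with 1 value per SNP and array. Before outlier spots are left out, it equalled the scanner values for 27 of the 56 arrays, held the values of the other replicate for the 2 sup35 arrays in cycloheximide, and equalled no scanner file for 27: all selected arrays in chlorpromazine and hydrogen peroxide, 3 of 4 in neomycin, 6 of the 12 control arrays, both unassigned E6-berbamine arrays and all 8 arrays of the replaced crosses. In those 27, scanner and table values correlated over probe pairs at an r of 0.234 to 0.76 (median 0.483, across SNPs, which are not independent replicates). Both sources are therefore given, the scanner values as the main values. For loci, the mean of the selected arrays minus that of the control arrays was smoothed with a cubic Savitzky-Golay filter, with thresholds set at an FDR of 5% from the control pools. For errors and tests, limma was fitted to the means of 581 bins of 20 kb over the 54 arrays. Positions are those of the array design (sacCer1). Genes were placed by a table of the later assembly R64, so a gene named at a SNP may be a neighbour of the one that holds it.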

We grew these pools on selection plates (rich medium plus the chemical agent of interest) and control plates (Materials and Methods), and compared the allele frequencies between the selected pools and control pools by microarray-based single nucleotide polymorphism (SNP) genotyping as previously described [14]. A locus that affects growth rate in a given condition independent of *sup35* is expected to be detected as an allele frequency skew of similar direction and magnitude in both the wildtype and *sup35* selected pools. In contrast, a locus whose effects depend on *sup35* is expected to show a difference in the allele frequency skew between the two pools.

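In cycloheximide the strongest locus of both crosses lay on chromosome VII at SNP 497767, near EFM5, and went toward RM. Its smoothed value was -0.542 in the wildtype cross and -0.479 in the sup35 cross from the scanner values, and -0.518 and -0.513 from the authors' value table. In diamide the strongest locus of both crosses was at TCB3 (chromosome XIII, SNP 127093) and went toward BY, at 0.504 and 0.544 from the scanner values and 0.509 and 0.495 from the table. In ethanol the strongest locus, at TCB2 (chromosome XIV, SNP 464117), went toward RM, at -0.378 in the wildtype and -0.242 in the sup35 cross, and at -0.371 and -0.259 in the table. In tunicamycin a locus at VPS70 (chromosome X, SNP 657625) went toward BY, at 0.548 and 0.424, and at 0.529 and 0.384 in the table.

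In the 20-kb bin of EFM5, the limma estimate for the wildtype cross in cycloheximide was -0.51 (standard error 0.0449, adjusted p = 1.9e-11), and in the bin of TCB3 for the wildtype cross in diamide 0.503 (standard error 0.035, adjusted p = 1.9e-14, limma). The same estimates from the table were -0.49 (standard error 0.0117) and 0.508 (standard error 0.0114). The sources part in hydrogen peroxide, where none of the scanner files equals the table: the strongest locus of the wildtype cross was at RPB2 (chromosome XV, SNP 612770, -0.642) in the scanner values and at IRA2 (chromosome XV, SNP 171744, -0.328) in the table. In chlorpromazine they part too, with PMD1 on chromosome V (0.248) and GRX5 on chromosome XVI (-0.243) among the 3 largest loci of the wildtype cross in the scanner values, and NUP188 on chromosome XIII (0.355) and VPS70 on chromosome X (-0.248) in the table.

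Over the 8 conditions, 215 loci passed the 5% FDR threshold in the wildtype cross and 88 in the sup35 cross, from 5 in ethanol to 52 in hydrogen peroxide and from 1 in ethanol to 49 in chlorpromazine. The table gave 161 and 145, from 7 in ethanol to 31 in diamide and in tunicamycin for the wildtype cross and from 9 in ethanol to 31 in diamide for the sup35 cross. The lower scanner count in the sup35 cross depends on control replicate 2, whose sup35 array has a median over SNPs of -0.218; without that replicate the cross had 155 loci.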

The number of loci detected for growth rates in the nine conditions at an FDR of 5% ranged from one to 20 in both wildtype and *sup35* crosses (Figure S2A–S2I). The results in the wildtype cross were similar to those previously described for these growth conditions [14], which showed the reproducibility of X-QTL. Most loci showed similar allele frequency skews in the wildtype and *sup35* pools; however, 18 loci showed significant differences between these pools (FDR = 5%, Materials and Methods) (Figure S2A–S2I). We refer to these loci as “readthrough-dependent”. 

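The largest difference between the pools in diamide lay on the right arm of chromosome XIII, where the sup35 pool held more RM allele than the wildtype pool, with a peak at BCH1 (SNP 744434, -0.248) in the scanner values and at RRP5 (SNP 727302, -0.305) in the authors' value table. On chromosome XIV the sup35 pool held more BY allele in tunicamycin, at TOP2 (SNP 461485, 0.196 and 0.174), in ethanol, also at TOP2 (0.136 and 0.115), and in CoCl2, at PMS1 (SNP 473647, 0.158) in the scanner values and TCB2 (SNP 465187, 0.135) in the table. With normexp background correction, limma's scanner estimate in the TOP2 bin in ethanol turned to -0.0373 (standard error 0.0584). In CoCl2 the sup35 pool also held more BY allele on chromosome XII, with peaks at RED1 (SNP 672639, 0.21) and HAP1 (SNP 647938, 0.182). In diamide DSF2 on chromosome II (SNP 251005, 0.184 and 0.133) and STE20 on chromosome VIII (SNP 95476, 0.135 and 0.0969) went toward BY.

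With arrays as replicates, limma's estimate in the bin of BCH1 in diamide was -0.297 (standard error 0.0639, adjusted p = 0.0109), and in the bin of TOP2 in tunicamycin 0.266 (standard error 0.0665, adjusted p = 0.163, limma). Without the first or the second selected replicate, the value at BCH1 was -0.308 and -0.286. These fits left that replicate out of all 8 conditions. Each selected group kept 1 array, and the spread came from the control arrays alone. The adjusted p of these fits is therefore not given. From the table, the bin of RRP5 in diamide gave -0.298 (standard error 0.0169, adjusted p = 1.5e-15), that of TOP2 in tunicamycin 0.242 (standard error 0.0406, adjusted p = 7e-05, limma) and that of HAP1 in CoCl2 0.188 (standard error 0.026, adjusted p = 7e-06, limma).

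At the 5% FDR threshold (a smoothed difference of 0.083), 179 loci over the 8 conditions differed between the pools in the scanner values, 111 toward BY and 68 toward RM. An offset over all SNPs can enter this split. The median bin of the scanner contrasts lay between 0.0262 (neomycin) and 0.0879 (chlorpromazine). That of the control difference was -0.0333 in the scanner values and 0.000249 in the table. With arrays centred on their median, a choice made after the results were seen, 202 loci passed. The table gave 35 (threshold 0.075), 20 toward BY and 15 toward RM, and 22 of the 35 were called in the same direction in both sources, 17 of them in conditions whose selected arrays are the same measurements in both. By limma, 782 bins passed an adjusted p of 0.05 in the scanner values and 390 in the table; the first count was 1217 without control replicate 2, and 154 and 117 without the first and the second selected replicate. The methods' t-test called 203 loci at the paper's threshold and 313 after Benjamini-Hochberg adjustment, and 31 and 191 in the table. It takes linked SNPs of the same arrays as independent values. With the FDR taken from random draws of control arrays, which carry the spread of 2 arrays, 90 loci passed in the scanner values and 1 in the table, the locus at RRP5 in diamide.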

One to six readthrough-dependent loci were detected in the growth conditions tested (Figure 2A). These results showed that *sup35*-mediated effects on growth in certain conditions are genetically complex, as was previously suggested for some [PSI^+^]-dependent growth phenotypes [9]. 

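The selected arrays of CoCl2, cycloheximide, diamide, ethanol and tunicamycin are the same measurements in both sources, so that only the control arrays and the outlier spots left out can part the sources there and shared calls are no independent check. In the other 3 conditions 5 of the 12 loci of the table were also called in the scanner values, where rotations of their positions around the genome gave a mean of 4.12 (share of rotations with as many, 0.405; a test chosen after the results were seen). Tunicamycin gave 9 loci that both sources called in the same direction. Among them were FLC2 on chromosome I (0.11 and 0.0863), BPH1 on chromosome III (0.108 and 0.115) and TOH1 on chromosome X (0.173 and 0.135) toward BY, and YJR124C on chromosome X (-0.126 and -0.147) and PLB2 on chromosome XIII (-0.105 and -0.149) toward RM. The BPH1 peak lies in the bin of MATALPHA2, where all 54 arrays lay below 0 as a mark of pool construction. With normexp background correction, limma's scanner estimate in the BPH1 bin turned to -0.0525. Diamide gave 4: DSF2, STE20, the left end of chromosome XIII (peak at NGL3, SNP 32457, 0.203 from the scanner values; SNP 26469, 0.158 from the table) and its right arm. CoCl2 gave 3, on chromosomes V, XII and XIV. The calls on chromosome V in CoCl2 and tunicamycin peaked in or beside the bin of CAN1, also a mark of pool construction. Calls at such marks are not read as growth loci. Chlorpromazine and ethanol gave 1 each, both on chromosome XIV, with chlorpromazine at 0.325 and 0.123. Neomycin gave 1, on the left arm of chromosome XIII toward RM, at SEC65 (-0.0894) and NUP188 (-0.13). Hydrogen peroxide gave 3, on chromosomes VI, XI and XIII, and cycloheximide none.

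In all, the scanner values gave 55 loci in chlorpromazine, 9 in CoCl2, 1 in cycloheximide, 12 in diamide, 8 in ethanol, 57 in hydrogen peroxide, 19 in neomycin and 18 in tunicamycin. With 1 replicate left out in turn they gave 55 to 57, 3 to 15, 0 to 8, 5 to 16, 3 to 11, 52 to 56, 14 to 34 and 11 to 26. The value table gave 1, 4, 0, 6, 1, 8, 3 and 12 in the same order. The 3 conditions with the most loci in the scanner values, hydrogen peroxide, chlorpromazine and neomycin, are those whose selected arrays differ between the sources. By limma, 425 bins passed in chlorpromazine, 347 in hydrogen peroxide, 7 in neomycin, 3 in diamide and 0 in CoCl2, cycloheximide, ethanol and tunicamycin, where 19, 1, 9 and 26 bins had an unadjusted p under 0.05. Leaving out 1 replicate gave 117 to 530 bins in chlorpromazine, 0 to 497 in hydrogen peroxide (0 without either selected replicate), 0 to 159 in neomycin, 0 to 17 in diamide and 0 to 14 in tunicamycin. Without a selected replicate, each selected group keeps 1 array and limma takes its spread from the control arrays alone. A call lost in those fits can come from lost precision. With the replicate number as a block, 0 bins passed in neomycin. From the table, limma passed 1, 35, 0, 87, 20, 116, 21 and 110 bins in the order of the loci, with 37 at an unadjusted p under 0.05 in cycloheximide. For E6-berbamine, with 1 array per cross, 15 and 9 loci lay beyond the thresholds, among them STE20 toward BY (0.129 and 0.0908) and RED1 on chromosome XII toward RM (-0.14 and -0.172). From the number of loci per condition, the paper concludes that the effects of sup35 on growth are genetically complex in certain conditions.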

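The locus shared by the most conditions in the value table lay on chromosome XIV between SNPs 447382 and 465187. It was called in 5 conditions, toward BY in chlorpromazine, CoCl2, ethanol and tunicamycin (peaks at TCB2, TCB2, TOP2 and TOP2) and toward RM in neomycin (APP1, -0.0876). The scanner values gave no call toward RM in neomycin within 100 kb of that peak. In the bin that holds MKT1, SAL1 and END3, beside these peaks, limma's estimate from the table was 0.242 in tunicamycin, 0.169 in CoCl2 and 0.151 in ethanol (standard error 0.0406 for each). The shared controls enter these values. In this bin the sup35 controls of the table lay below the wildtype controls by -0.0823 (exact permutation test over the 6 pairs of arrays, two-sided, p = 0.0625). It was the lowest control difference of the 581 bins, and the p-value takes no account of that. The selected pools alone differed by 0.159, 0.0865 and 0.0686. The left end of chromosome V was called in CoCl2, diamide and tunicamycin. These calls lie in or beside the bin of CAN1, where all 54 arrays lay above 0 through pool construction, so they are not read as growth loci. The left arm of chromosome XIII was called in opposite directions in diamide and neomycin, and the bin of PHO84 there was 0.155 and -0.129 (standard error 0.0211). The filter called the right arm of chromosome XIII in diamide and hydrogen peroxide in the table, and in the scanner values in these and in chlorpromazine and CoCl2.

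Peaks within 100 kb of each other formed 57 distinct loci in the scanner values and 21 in the table. The locus of the scanner values shared by the most conditions held 7 of them. All conditions of a cross are compared with the same 6 control arrays, which by itself makes calls overlap. In the table, pairs of conditions shared 72 called bins, where independent lists would share 9.84 and simulated conditions without any locus shared a mean of 16.2 (at most 57 in 20 simulations); with the control arrays split between the conditions of a pair the count was 74, against 10.7 for independent lists. The simulated conditions of the table had a mean of 31.1 called bins where the real ones had 173, so their shared counts are not like for like. The shared bins of the scanner values were 837, against 721.5 for independent lists and a simulated mean of 2075 (1418 called bins over the conditions, and a mean of 1410 in the simulations); with split controls they were 1272, against 1201 for independent lists.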

Each readthrough-dependent locus had an effect in one to five conditions, with a total of ten distinct loci detected (Figure 2B).

**Figure 2:**
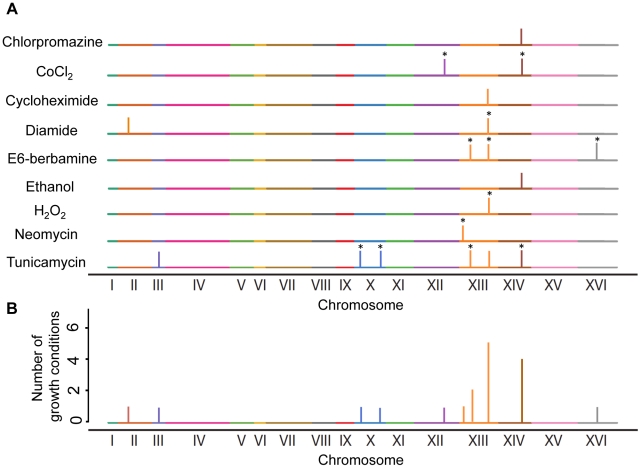
Readthrough-dependent loci. A) Loci detected for each growth condition as significantly different between X-QTL allele frequencies in wildtype and *sup35* selected pools (FDR 5%, Materials and Methods). Readthrough-dependent loci that were also called significant by an alternative statistical approach are marked with *. B) Histogram of the number of growth conditions for each readthrough-dependent locus.

### *SKY1* variation underlies the readthrough-dependent locus on chromosome XIII

In order to gain more insight into readthrough-dependent effects on growth rate, we focused on the locus on the right arm of chromosome XIII, which affected growth in five conditions (Figure 2B). 

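In the bin at 760001 to 780000 on the right arm of chromosome XIII, the sup35 pool selected in diamide had a mean of -0.251 (2 arrays, -0.257 and -0.245) and the wildtype pool 0.00985 (-0.00961 and 0.0293). The scanner files of these 4 arrays equal their columns of the table before outlier spots are left out. The difference between the selected pools there was -0.261 in diamide and -0.062 in E6-berbamine, with 1 array per cross, while in tunicamycin it was 0.0174 and in cycloheximide 0.0325. In CoCl2 and ethanol it went toward BY, at 0.183 and 0.117. The sources part in hydrogen peroxide, at -0.145 in the value table and 0.216 in the scanner values, in neomycin, at 0.15 and -0.0332, and in chlorpromazine, at 0.0982 and 0.387.

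The control pools differ at this position too. Of the 581 bins of the table, this one held the highest control difference and the lowest value in diamide. The p-values below take no account of that choice. In the table the 6 sup35 controls had a mean of 0.142 and the 6 wildtype controls 0.0519 in that bin, a difference of 0.0898, above 0 in 6 of 6 pairs of arrays of 1 number (exact permutation test over the pairs, two-sided, p = 0.0312, the smallest that 6 pairs allow). In the scanner values the control means were 0.0587 and 0.0317 (same exact permutation test, p = 0.594), with the sup35 array of replicate 2 at -0.169. After subtraction of the controls the difference in the table was -0.35 in diamide, -0.235 in hydrogen peroxide, -0.152 in E6-berbamine, -0.0723 in tunicamycin and -0.0573 in cycloheximide. In the last 2 of these the selected pools alone did not differ toward RM, so the direction appears only once the controls are subtracted. A sup35 pool that starts higher and is selected toward RM would give the same values, so they cannot tell the cause. The difference after subtraction in the table was 0.0937 in CoCl2, 0.0603 in neomycin, 0.0276 in ethanol and 0.00842 in chlorpromazine. From the scanner values the difference after subtraction was -0.288 in diamide, -0.0889 in E6-berbamine, -0.0601 in neomycin, -0.00948 in tunicamycin and 0.00556 in cycloheximide, and toward BY it was 0.36 in chlorpromazine, 0.189 in hydrogen peroxide, 0.157 in CoCl2 and 0.0904 in ethanol.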

We chose one of the growth conditions in which this locus had the strongest effect for further investigation: diamide, a sulfhydryl-oxidizing agent [18] (Figure S2D). At this locus, we detected a frequency skew in favor of the RM allele in the *sup35* pool but not in the wildtype pool, which suggested that in the presence of increased readthrough, strains carrying an RM allele at this locus grow better on diamide than strains carrying the BY allele.

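In the 40 kb around SKY1 (32 SNPs from 680017 to 718071, without those inside the replaced intervals), the sup35 pool selected in diamide lay below its controls by -0.186 (standard error 0.0384, limma) in the scanner values and -0.242 (standard error 0.0108) in the value table. The wildtype pool lay below its controls by -0.045 (standard error 0.0384) and -0.0425 (standard error 0.0108). The difference between the pools was -0.141 (standard error 0.0542, adjusted p = 0.0422 from limma over 10 contrasts of this window) and -0.199 (standard error 0.0153, adjusted p = 2.4e-13, limma). Without control replicate 2, the scanner difference was -0.182 (standard error 0.0309, adjusted p = 2.4e-05, limma). Leaving out the replicates in turn gave differences from -0.182 to -0.124, of which only the fit without control replicate 2 kept an adjusted p under 0.05.

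The difference was larger to the right of SKY1 than at it. SNPs of SKY1 lie in 2 bins, which in the table were -0.166 (680001 to 700000, standard error 0.0181) and -0.235 (700001 to 720000, which also holds MRE11, standard error 0.0126), and the bin at 760001 to 780000 was -0.35 (standard error 0.0257). These bins were -0.115, -0.173 and -0.287 in the scanner values. SCJ1, a chaperone gene, lies in the first of them. At SUP35 on chromosome IV the difference in diamide was 0.0019 (standard error 0.0459) and -0.0296 (standard error 0.0163, adjusted p = 0.241 from limma), at SUP45 0.0288 and -0.00427, and at NPL3 0.0406 and 0.00645.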

Based on sequence comparison between BY and RM for the genes in this region (Figure S3), we selected *SKY1* and *MRE11* for further investigation, as both contained nonsynonymous changes in their open reading frames and in the downstream regions that might be translated due to increased readthrough. Comparison of the coding sequence of *SKY1* between BY and RM showed 13 single nucleotide polymorphisms (SNPs) between the two strains, including seven nonsynonymous substitutions. The downstream sequence contained a two-nucleotide deletion in BY at the 129^th^ nucleotide after stop codon, which results in the addition of three amino acids in BY before the next stop codon is reached. Comparison of the coding sequence of *MRE11* between BY and RM showed eight SNPs between the two strains, including five nonsynonymous substitutions. The downstream sequence contained five SNPs, including four nonsynonymous substitutions.

To test the causality of *SKY1* and *MRE11* polymorphisms for the effects of this locus, we replaced the *SKY1* and *MRE11* genes in both wildtype and *sup35* RM with the BY versions. For both genes, we replaced the downstream sequence along with the coding sequence. We previously showed that the expression level of *SKY1* is lower in RM than in BY, and that this difference maps to the location of the *SKY1* gene, suggesting the presence of a *cis*-regulatory polymorphism [19]. Therefore, we included the upstream regulatory sequence in the *SKY1* allele replacement along with the coding and downstream sequence. 

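At the SNP at 701441 on chromosome XIII, inside SKY1, the 4 arrays labelled as carrying the BY allele of SKY1 in both parents read 1.25 to 1.33 in the authors' value table, while the highest of the other 52 arrays read 0.224. In the scanner values the same 4 arrays read -0.162 to -0.0282 and no array of the 56 read above 0.277. At the 3 SNPs of MRE11 (718240, 718937 and 719363), the 4 arrays labelled as carrying its BY allele in both parents had medians of -0.126 to -0.0139 in the table, within the range of the 46 arrays of the unreplaced crosses (-0.165 to 0.187). The label of the SKY1 replacement is thus borne out in the table and not in the scanner values, and that of the MRE11 replacement in neither; they are called the arrays labelled SKY1BY and MRE11BY.

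The labels give 1 array per replaced cross (SKY1BY or MRE11BY, wildtype or sup35) in diamide and in hydrogen peroxide, 8 in all, and no control array of a replaced cross, so the control pools of the unreplaced crosses were used. Around SKY1 the sup35 controls differed from the wildtype controls by 0.0492 (standard error 0.00763, limma) in the value table. In the scanner values they differed by -0.00301 (standard error 0.0271). This enters each difference between pools that is set against these controls. None of the 8 scanner files equals its column of the value table. The authors' processing was that of the unreplaced crosses. SNPs inside the replaced intervals of SKY1 and MRE11 were left out of the 40-kb window, since a replacement fixes them by construction. limma takes the single array of a cross to vary like the arrays of the other groups, and its p-values were adjusted by Benjamini-Hochberg over the 10 contrasts of the window in both agents.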

We then repeated the X-QTL experiments for growth on diamide with both wildtype and *sup35* segregant pools from crosses using the RM parent strains with *SKY1* and *MRE11* allele replacements (that is, both parents carried the BY allele of *SKY1* or *MRE11*, respectively). 

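In diamide, the sup35 pool labelled MRE11BY held more RM allele around SKY1 than its controls, at -0.186 (standard error 0.0507, limma) in the scanner values and -0.183 (standard error 0.0143) in the value table. The wildtype pool labelled MRE11BY was at -0.00675 and -0.0319. The difference between these pools was -0.179 (standard error 0.0718, adjusted p = 0.0422, limma) and -0.151 (standard error 0.0202, adjusted p = 5.4e-08, limma). Of 8 scanner fits without 1 replicate, 1 kept an adjusted p under 0.05 (4.1e-05 without control replicate 2; at most 0.47 over the others, limma), and with control arrays of the same scan session only, a choice made after the results were seen, the scanner difference was -0.0884 (adjusted p = 0.354, limma). Set against the unreplaced crosses, it was lower by -0.0381 (standard error 0.0814, adjusted p = 0.714, limma) in the scanner values and higher by 0.0482 (standard error 0.0229, adjusted p = 0.0542, limma) in the table. Farther right, in the bin at 760001 to 780000, the pools labelled MRE11BY differed by -0.244 (standard error 0.0789) and -0.281 (standard error 0.034). These arrays read as polymorphic at MRE11 in both sources: at the SNP at 719363 they lay between -0.126 and -0.0798 in the table, and its value followed those of its neighbours over the unreplaced crosses with a slope of 0.804.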

In the crosses with the *MRE11* allele replacement, the results were unchanged; that is, we still saw a skew in the direction of the RM allele at this locus in the *sup35* pool despite the fact that *MRE11* was no longer polymorphic, ruling it out as the causal gene for this locus (Figure 3A). In contrast, this allele frequency skew disappeared in the *sup35* pool from the cross with the *SKY1* allele replacement, and there was no longer any difference in allele frequency at this locus between the wildtype and *sup35* pools (Figure 3B). These results demonstrate that polymorphisms in *SKY1* are causal for the effects of this locus, and that the difference in growth between the RM and BY alleles of *SKY1* is revealed when readthrough is increased from the wildtype level by *sup35^C653R^*.

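In diamide, the sup35 pool labelled SKY1BY lay close to its controls around SKY1, at -0.0205 (standard error 0.0507, limma) in the scanner values and -0.0435 (standard error 0.0143) in the value table. The wildtype pool labelled SKY1BY was at -0.0843 (standard error 0.0507) and -0.00234 (standard error 0.0143). The difference between these pools was 0.0638 (standard error 0.0718, adjusted p = 0.474, limma) and -0.0412 (standard error 0.0202, adjusted p = 0.0554, limma). Compared with the unreplaced crosses, it had moved toward BY by 0.205 (standard error 0.0814, adjusted p = 0.0422, limma) and 0.158 (standard error 0.0229, adjusted p = 2e-07, limma). In the bin at 760001 to 780000 the pools labelled SKY1BY differed by -0.0982 (standard error 0.0789) in the scanner values and by -0.0292 (standard error 0.034) in the table, where the move from the unreplaced crosses was 0.189 and 0.321.

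The direction of the move in both sources is no independent check of the replacement. The selected arrays of the unreplaced crosses, with which the arrays labelled SKY1BY are compared, are the same measurements in both, so any difference near 0 gives such a move, and in the scanner values the arrays labelled SKY1BY do not read as fixed at SKY1. With slide as a random block, the scanner difference between the pools labelled SKY1BY was 0.216, past the threshold toward BY (adjusted p = 0.0038, limma). With 1 array per cross, the adjusted p of the move in the scanner values stayed under 0.05 in 1 of the 8 fits that leave out a replicate, the fit without control replicate 2 (2.5e-04, limma). From the loss of the skew with SKY1 and its persistence with MRE11, the paper concludes that polymorphisms in SKY1 cause the effects of this locus.

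**Figure D1:**
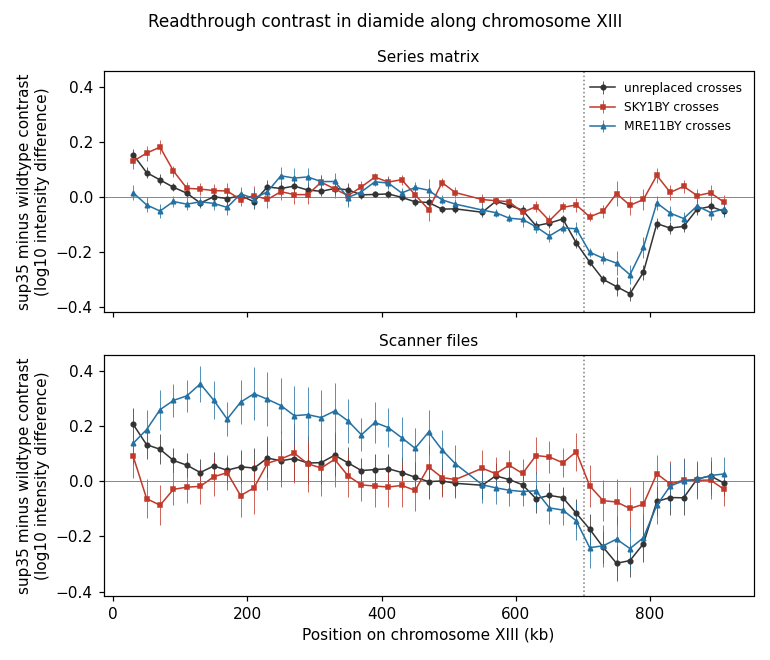
Difference in diamide between the sup35 and wildtype pools, each minus its controls, in 20-kb bins along chromosome XIII (x axis, kb; y axis, log10; bars, standard error of the limma fit; dotted line, SNP 701441 in SKY1), for the value table and the scanner values. At 760001 to 780000 the unreplaced crosses are at -0.35 and -0.287, those labelled MRE11BY at -0.281 and -0.244 and those labelled SKY1BY at -0.0292 and -0.0982.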

**Figure 3:**
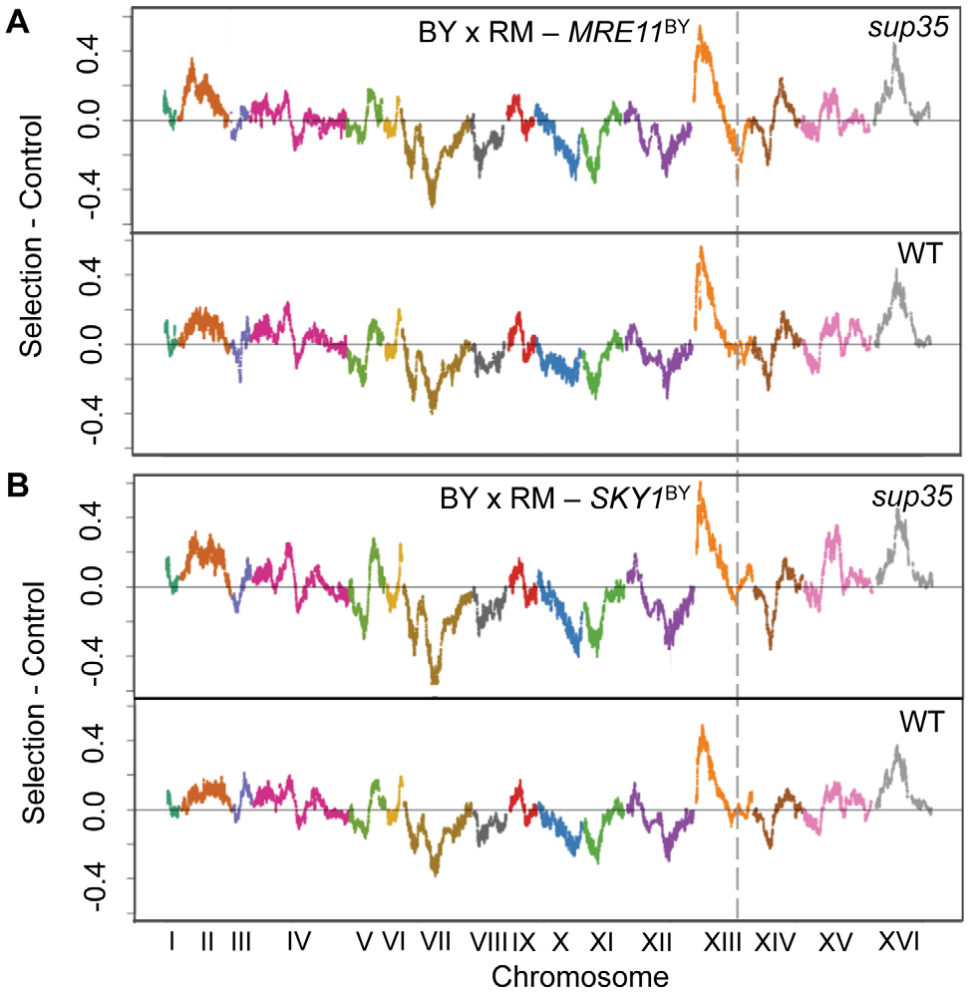
*SKY1* variation underlies the locus on Chromosome XIII for growth on diamide. A) Comparisons of the selected segregating population (Selection) to the whole population (Control) from a cross between *sup35* BY and RM parent strains (*sup35*) and a cross between wildtype parent strains (WT) are shown for *MRE11*-fixed populations (BY×RM- *MRE11* ^BY^) in presence of diamide. For plotting, average of two biological replicates is used for each selection and control. Sliding window averages (40 kb) are plotted. Enrichment of the BY allele is indicated by deviations above zero and enrichment of the RM allele is indicated by deviations below zero. B) Comparisons of the selected segregating population (Selection) to the whole population (Control) from a cross between *sup35* BY and RM parent strains (*sup35*) and a cross between wildtype parent strains (WT) are shown for *SKY1*-fixed populations (BY×RM- *SKY1* ^BY^) in presence of diamide. Average of two biological replicates is used for each selection and control. The dotted line shows the interval surrounding *MRE11* and *SKY1*.

To better understand the effect of *SKY1* on the readthrough-dependent difference in growth rate between BY and RM on diamide, we measured growth rates of *SKY1*-swapped wildtype and *sup35* BY and RM and compared them to the original strains. For this experiment, we constructed wildtype and *sup35* BY strains carrying the RM allele of *SKY1*. Similar to the previous replacements strains, we replaced the upstream regulatory region along with the coding and downstream sequences of *SKY1.* We also measured growth rates of wildtype and *sup35* BY and RM strains with *SKY1* knocked out (*sky1*Δ strains). In the presence of *sky1*Δ, there was no significant difference in growth between wildtype and *sup35* strains in either genetic background (Figure 4A) implying that readthrough-dependent differences in growth are mediated by *SKY1*. As expected from the X-QTL results, replacing *SKY1* in the BY background with the RM allele increased growth rate in diamide in the presence of *sup35*, and replacing *SKY1* in the RM background with the BY allele decreased growth rate in the presence of *sup35* (Figure 4B). These results confirmed the growth effects of *SKY1* polymorphisms.

**Figure 4:**
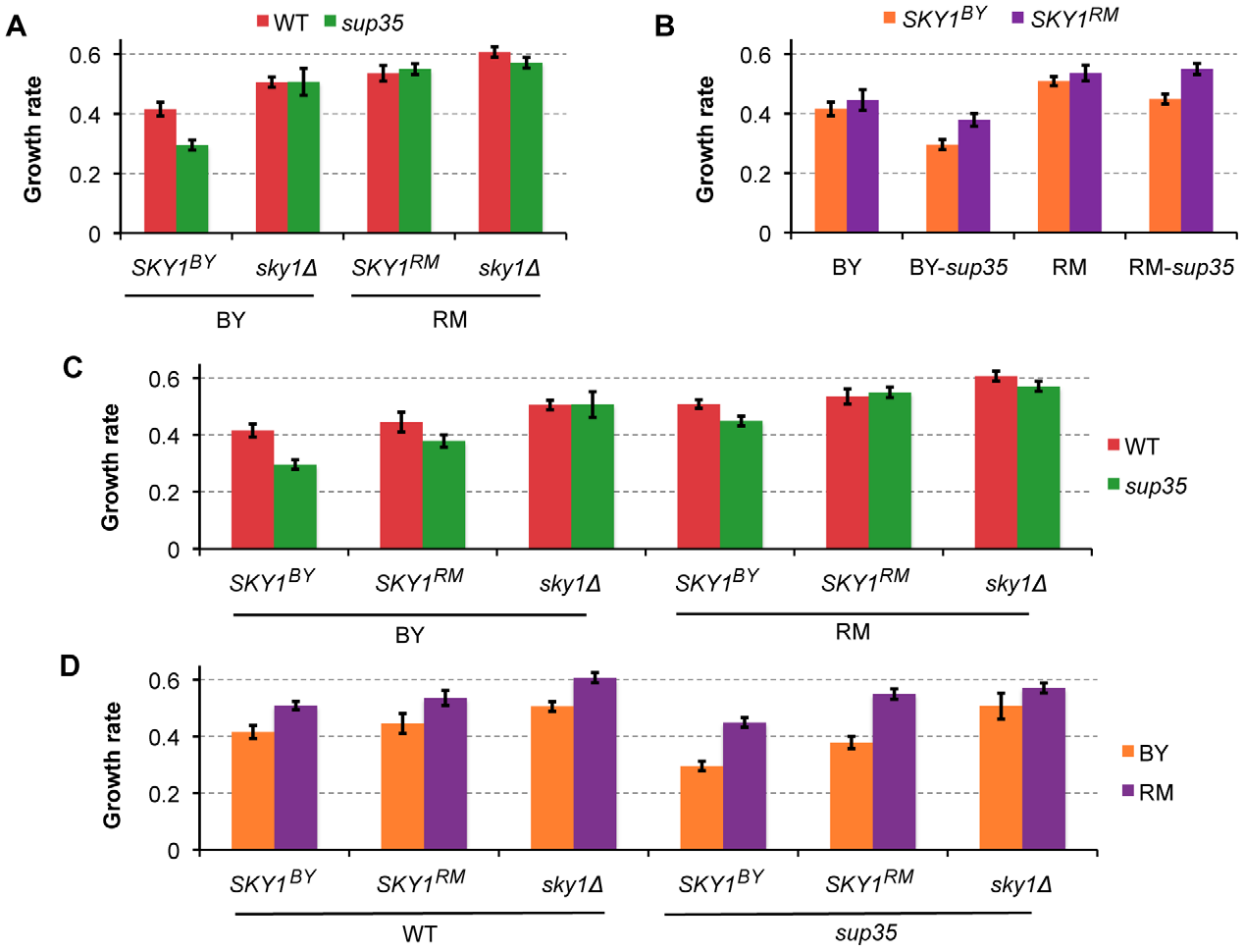
*SKY1* variation contributes to readthrough-dependent differences in growth rates of BY and RM on diamide. A) Knocking out *SKY1* eliminates the observed difference between wildtype and *sup35* growth rates in BY background. B) Replacing *SKY1* (upstream regulatory region, the open reading frame and the downstream sequence) in the BY background with the RM allele increased growth rate in diamide in the presence of *sup35*, and replacing *SKY1* (upstream regulatory region, the open reading frame and the downstream sequence) in the RM background with the BY allele decreased growth rate in the presence of *sup35*. C and D) these panels show the data presented in panels A and B grouped in different ways to highlight the growth effects of the *sup35* allelic state and the growth effects of the genetic background. Growth rates of wildtype and *sup35* BY and RM, as well as the corresponding *SKY1* swapped and *sky1Δ* strains are shown for growth in the presence of diamide, grouped according to the *sup35* allelic state (C) and genetic background (D). For each strain, growth rates are normalized based on the strain's growth rate in rich medium (YPD).

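In hydrogen peroxide the value table held a locus toward RM on the right arm of chromosome XIII, from 609419 to 826656, with its peak nearest to RNH1 (SNP 740217, -0.203). In the 40 kb around SKY1 the difference between the pools was -0.116 (standard error 0.0153, adjusted p = 5.4e-08, limma) in the table, from a sup35 pool at -0.145 (standard error 0.0108) and a wildtype pool at -0.0285 (standard error 0.0108) relative to their controls. The scanner values went the other way: the difference was 0.103 (standard error 0.0542, adjusted p = 0.129, limma), from a sup35 pool at -0.0232 (standard error 0.0384) and a wildtype pool at -0.126 (standard error 0.0384). None of the 4 scanner files of the selected pools in hydrogen peroxide equals its column of the table. In the bin at 760001 to 780000, limma's estimate was -0.235 (standard error 0.0257) in the table and 0.189 (standard error 0.0596) in the scanner values.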

A readthrough-dependent locus for growth on hydrogen peroxide was also observed at this genomic location (Figure 2B, Figure S2G). Therefore, we tested whether *SKY1* polymorphisms underlie the effects of this locus on hydrogen peroxide as well. X-QTL experiments with allele replacement strains showed that polymorphisms in *SKY1* are indeed causal (Figure S4). 

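In the value table, the sup35 controls of the unreplaced crosses lay above the wildtype ones by 0.0492 around SKY1. That enters each difference between pools set against them. Relative to these controls, the sup35 pool labelled SKY1BY lay at -0.0315 (standard error 0.0143, limma) around SKY1 in hydrogen peroxide and the wildtype pool at 0.0341 (standard error 0.0143). Their difference was -0.0657 (standard error 0.0202, adjusted p = 0.0045, limma), a move toward BY of 0.0505 from the unreplaced crosses (standard error 0.0229, adjusted p = 0.0495, limma). The pools labelled MRE11BY differed by -0.124 (standard error 0.0202, adjusted p = 1.6e-06, limma), which is lower by -0.00736 than in the unreplaced crosses (standard error 0.0229, adjusted p = 0.75, limma). In the bin at 760001 to 780000 the difference was -0.0768 (standard error 0.034) for SKY1BY and -0.265 (standard error 0.034) for MRE11BY.

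In the scanner values, the pools labelled SKY1BY differed by -0.113 (standard error 0.0718, adjusted p = 0.204, limma), a move toward RM of -0.217 from the unreplaced crosses (standard error 0.0814, adjusted p = 0.0422, limma), and those labelled MRE11BY by 0.0216 (standard error 0.0718, adjusted p = 0.765, limma). The direction of the move with SKY1BY is thus opposite in the sources. In the scanner values its adjusted p stayed under 0.05 in 1 of the 8 fits that leave out a replicate, the fit without control replicate 2 (1.6e-04, limma). With control arrays of the same scan session only, a choice made after the results were seen, the scanner move with SKY1BY was -0.0583. From the replaced crosses the paper concludes that polymorphisms in SKY1 are causal in hydrogen peroxide as well.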

Growth rate measurements in wildtype and *sup35* BY and RM strains and the corresponding *SKY1* swapped and *sky1*Δ strains confirmed the effects of *SKY1* polymorphisms on growth in the presence of hydrogen peroxide (Figure S5A–S5B).

### Complex interplay between *sup35* effects, allelic state of *SKY1*, and genetic background determines growth rate on diamide and hydrogen peroxide

When we first measured the growth rates of wildtype and *sup35* BY and RM in the presence of diamide, we found that BY-*sup35* grew significantly slower than wildtype BY, while there was little difference in growth rate between RM-*sup35* and wildtype RM (Figure 4C). When the BY allele of *SKY1* was replaced with the RM allele, the difference in growth between the *sup35* and wildtype strains was reduced, although it remained significant (Figure 4C). When the RM allele of *SKY1* was replaced with the BY allele, the *sup35* strain grew somewhat slower than the wildtype strain (Figure 4C). We found similar results for growth of these strains in presence of hydrogen peroxide (Figure S5C). The observation that *SKY1* replacement strains recapitulated the direction but not the magnitude of the effects of readthrough on growth in these conditions seen in the parent strains suggested the presence of interactions between *SKY1* polymorphisms, readthrough, and genetic background. We used Analysis of Variance (ANOVA) (Materials and Methods) to formally test the effects of these factors and the interactions among them (Table 1, Table S2). The model showed a major effect of the genetic background, with RM growing better in presence of diamide and hydrogen peroxide than BY. *SKY1* allelic status also had a significant effect, with the RM allele increasing growth. Readthrough level did not show a significant effect on its own but did show significant interaction effects with both genetic background and *SKY1* allelic status.

**Table 1:** Modeling growth rate in the presence of diamide using ANOVA with three factors: genetic background (BG), *SUP35* allelic status, and *SKY1* allelic status.

Coefficients	Estimate	Std. Error	t value	Pr (>|t|)
(Intercept)	0.550	0.00796	69.11	<2e-16
BG (BY)	−0.171	0.0113	−15.2	<2e-16
SUP35 (WT)	−0.0141	0.0113	−1.25	0.216
SKY1 (BY)	−0.101	0.0113	−8.95	2.20E-12
BG (BY): SUP35 (WT)	0.0808	0.0159	5.08	4.55E-06
BG (BY): SKY1 (BY)	0.0172	0.0159	1.08	0.283
SUP35 (WT): SKY1 (BY)	0.0739	0.0159	4.64	2.12E-05
BG (BY): SUP35 (WT): SKY1 (BY)	−0.0203	0.0225	−0.903	0.371

These results suggest a complex interplay between the effects of *sup35*-mediated increase in readthrough, the allelic state of *SKY1*, and genetic background in determining growth on diamide and hydrogen peroxide. At wildtype readthrough levels, RM grows better than BY, and swapping *SKY1* in either strain with the version from the other strain has little effect (Figure 4D, Figure S5D). When readthrough is increased by introduction of *sup35^C653R^*, growth rate decreases dramatically in BY, but shows no change in RM (Figure 4D, Figure S5D). The slower growth rate of BY-*sup35* in comparison to wildtype BY is partially rescued by introduction of the RM allele of *SKY1* and completely rescued by knocking out *SKY1* (Figure 4D, Figure S5D). Introduction of the BY allele of *SKY1* into RM-*sup35* reduces the growth rate of this strain but not to the extent seen in the BY background (Figure 4D, Figure S5D). Thus, *sup35^C653R^* and the BY allele of *SKY1* act together to lower growth rate on diamide and hydrogen peroxide, and this effect is accentuated by as yet unidentified factors in the BY genetic background.

Given the evidence for *cis*-regulatory polymorphism in *SKY1* that lowers expression of the RM allele, we investigated whether differences in transcript abundance could account for the allelic effect of *SKY1*. We used quantitative RT-PCR to measure *SKY1* mRNA levels in wildtype and *sup35* BY and RM, as well as in the corresponding *SKY1*-replaced strains (Materials and Methods). We found that *SKY1* mRNA levels were independent of the growth condition used (Figure 5). As expected based on microarray data [19] we found that *SKY1* expression is higher in wildtype BY than in wildtype RM. Moreover, we found that swapping *SKY1* in wildtype BY and wildtype RM with the alternate allele changed *SKY1* expression level to the alternative level. These results confirm the presence of *cis*-regulatory polymorphism that alters the expression level of *SKY1* between BY and RM. Surprisingly, in the RM background, increasing readthrough from the wildtype level to the *sup35* level resulted in roughly a ten-fold drop in *SKY1* expression level, while no change was observed in BY-*sup35*. This drop in *SKY1* mRNA in RM-*sup35* was largely reversed by swapping in the BY allele of *SKY1* (Figure 5). We used ANOVA to model the effect of the measured *SKY1* mRNA abundance on growth rate, and then used the residual growth rate to test whether the allelic effect of *SKY1* was changed. The results suggested that the readthrough-dependent growth effects of *SKY1* are not mediated by mRNA levels (Table 2, Table S3).

**Figure 5:**
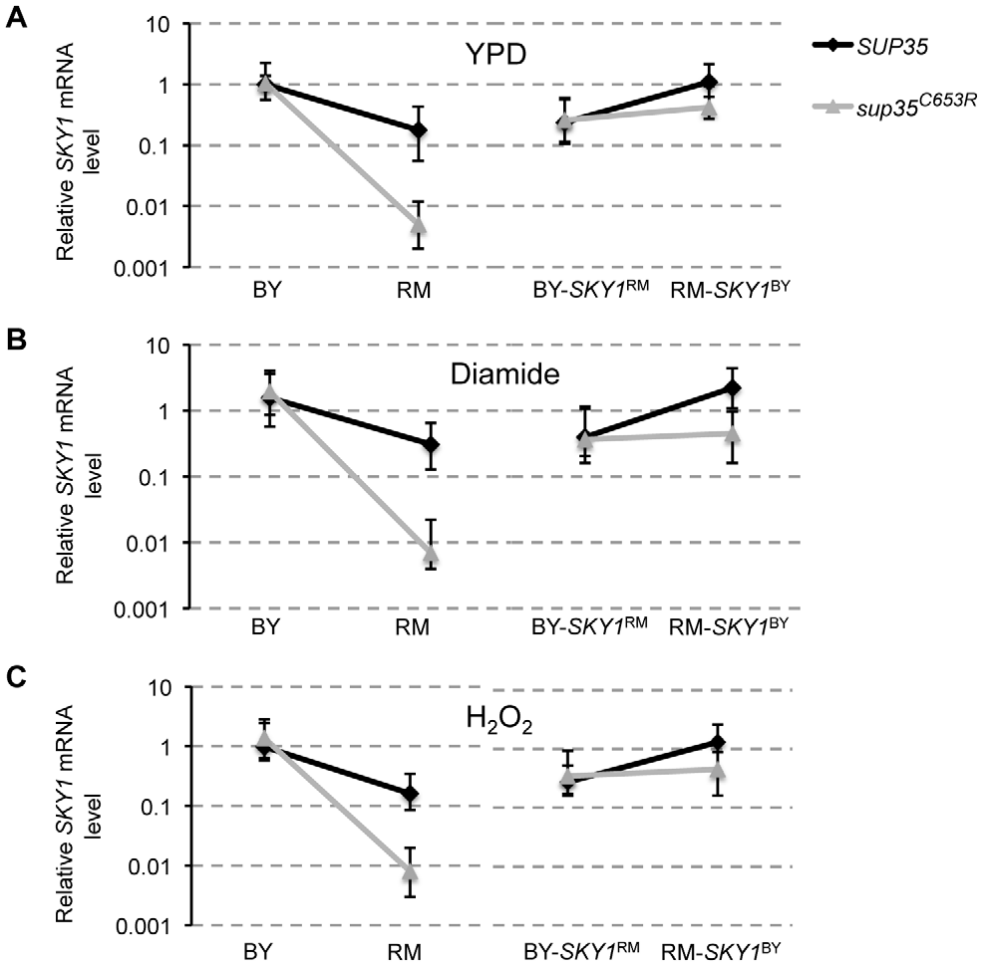
Measured *SKY1* mRNA levels in YPD, diamide, and hydrogen peroxide. *SKY1* mRNA level measured via quantitative RT-PCR is compared for wildtype (WT) and *sup35* BY and RM as well as BY-*SKY1* ^RM^ and RM-*SKY1* ^BY^ in rich media (A), rich media plus diamide (B) and rich media plus hydrogen peroxide (C). Measurements are shown relative to the mRNA levels in wildtype BY in YPD. *SKY1* replacement strains were made by swapping the *SKY1* upstream regulatory region, open reading frame, and downstream sequence.

**Table 2:** Modeling growth rate in the presence of diamide after regressing out *SKY1* mRNA data using ANOVA with three factors: genetic background (BG), *SUP35* allelic status, and *SKY1* allelic status.

Coefficients	Estimate	Std. Error	t value	Pr (>|t|)
(Intercept)	0.0802	0.00973	8.19	3.71E-11
BG (BY)	−0.160	0.0138	−11.57	<2e-16
SUP35 (WT)	−0.00604	0.0138	−0.436	0.665
SKY1 (BY)	−0.0868	0.0138	−6.27	5.50E-08
BG (BY): SUP35 (WT)	0.0737	0.0196	3.76	4.10E-04
BG (BY): SKY1 (BY)	0.0299	0.0196	1.53	0.133
SUP35 (WT): SKY1 (BY)	0.101	0.0196	5.14	3.67E-06
BG (BY): SUP35 (WT): SKY1 (BY)	−0.038	0.0277	−1.37	0.176

To gain further mechanistic insight into how *sup35^C653R^* leads to the differential allelic effects of *SKY1*, we swapped just the downstream sequences of *SKY1* in both wildtype and *sup35* BY and RM with the alternative alleles. These replacement strains differ from the parent strains only by the polymorphism that extends the C-terminus. Swapping this polymorphism alone captured the allelic effect of *SKY1* in both growth conditions (Figure 6, Figure S6), consistent with a differential effect of readthrough on the downstream regions from the two strains. To test whether the allelic effect of *SKY1* is directly related to translational readthrough, we then introduced a second stop codon immediately after the native stop codon in wildtype and *sup35* BY and RM strains. Introducing a second stop codon in wildtype BY and RM did not affect growth rates of these strains in diamide or hydrogen peroxide (Figure 6, Figure S6). In the presence of the *sup35* mutation, the growth rate in the BY strain with the second stop codon rose to the same level as when the *SKY1* allele is replaced with the RM version, while the second stop codon did not alter growth rate in RM (Figure 6, Figure S6). These results support the hypothesis that increased readthrough of the BY downstream region due to the *sup35* mutation causes reduced growth in diamide and hydrogen peroxide, perhaps because translation of this region stabilizes Sky1p.

**Figure 6:**
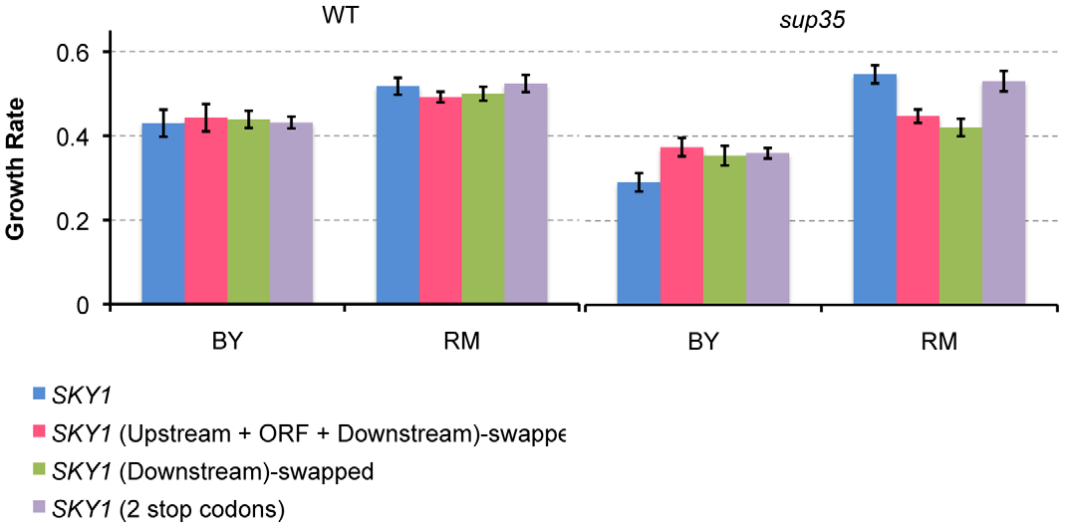
Readthrough-dependent strain-specific growth effects of *SKY1* in diamide. Replacing the *SKY1* downstream sequence alone captures the allelic effects of *SKY1* in *sup35* strains. Introducing a second stop codon immediately after the native stop codon at the end of the *SKY1* open reading frame shows that strain-specific growth effects of *SKY1* polymorphism are readthrough-dependent.

## Discussion

Modifying translational readthrough in *S. cerevisiae* has been shown to affect yeast cells in various ways [4]. The prion [PSI^+^] provides one example of translational readthrough modification in yeast cells. Previous works have shown that [PSI^+^] can reveal hidden phenotypic variation among yeast strains, that this effect is largely recapitulated by the *sup35^C653R^* mutation, which increases translational readthrough, and that the resulting phenotypic differences may have a complex genetic basis [9], [16]. Here, we have advanced our understanding of the genetic basis of readthrough-dependent phenotypes by identifying specific loci that underlie hidden variation revealed by *sup35^C653R^*. Using this partial-loss-of function allele of *SUP35* allowed us to focus on distinct hidden phenotypes in BY and RM revealed by increased translational readthrough.

Our growth rate measurements in diverse stressful conditions for wildtype and *sup35* BY and RM showed that *sup35*-mediated differences in growth between these two strains were relatively modest compared to previous studies of [PSI^+^]-mediated effects [9], [16]. This could potentially be explained by other [PSI^+^]-dependent phenotypic effects in yeast, such as ribosomal frame shifting [10] or the presence of Sup35 prion aggregates [20], which are absent in our system. We consider it more likely, given the reported recapitulation of most [PSI^+^] strain-dependent phenotypic effects with the *sup35^C653R^* mutation [9], that this difference in effect sizes is due to the different genetic backgrounds used.

We found that *sup35*-mediated increase in readthrough had different effects on growth rates in BY and RM for about one-quarter of the growth conditions tested. Our mapping results lend additional support to the previously reported inference that some readthrough-dependent growth phenotypes are genetically complex based on their segregation patterns [9], and further suggest that some of the underlying loci have small effect sizes.

We showed that *SKY1* is the causal gene underlying the strongest readthrough-dependent locus detected for growth in the presence of diamide and hydrogen peroxide. Our results suggest that translation of the BY downstream sequence of *SKY1* is disadvantageous for growth in these conditions. We found that a complex interplay between the genetic background, *SKY1* allelic state, and *sup35* determines growth rate in these two conditions. *SKY1* mRNA measurements showed that the readthrough-dependent effect of *SKY1* on the growth differences between BY and RM is not mediated by mRNA levels. However, we observed a dramatic drop in the *SKY1* mRNA level in *sup35* RM relative to wildtype RM, while we did not see a drop in the *SKY1* mRNA level in *sup35* BY relative to wildtype BY. One mechanism that could explain the *sup35*-mediated drop in the *SKY1* mRNA level in RM is Nonstop mRNA Decay (NSD) pathway [21], which might be differentially active in BY and RM. This mRNA surveillance mechanism is initiated when the ribosome reaches the 3′ end of the mRNA, and therefore eliminates transcripts lacking stop codons or transcripts that have stop codons that were bypassed during translation. Ribosomes are more likely to reach the 3′ end of an mRNA after reading through one or more stop codons in *sup35* strains than in wildtype strains. Therefore, NSD is also more likely to eliminate such mRNAs in the presence of *sup35*. Importantly, even a single ribosome that reaches the 3′ end of an mRNA is predicted to trigger NSD, resulting in the reduction of the mRNA level [22]. The decrease in *SKY1* mRNA caused by *sup35* in the RM background is largely rescued by swapping in the BY allele of *SKY1*, which suggests that the combination of increased readthrough and NSD can act in an allele-specific fashion.

Sky1p is a protein kinase that phosphorylates SR proteins [23], proteins with domains containing alternating serine and arginine residues which are components of the machinery for the processing [24] and nuclear export [25] of mRNAs. One of the known Sky1p targets, Npl3p, was shown to promote translation termination accuracy in yeast [26]. However, the same paper showed that the role of Npl3p in translation termination is independent of the posttranslational modifications mediated by Sky1p. Sky1p has also been shown to regulate cation homeostasis and salt tolerance [27]. Deletion of *SKY1* confers resistance to several anticancer drugs, such as cisplatin and carboplatin [28], and to polyamine toxic analogues [29]. Several hypotheses have been proposed to explain the role of Sky1p in resistance to these drugs, such as a Sky1p-mediated effect on splicing or transport of target mRNAs, regulation of membrane permeability, and regulation of drug uptake. However, the direct target(s) of Sky1p that mediate these effects are unknown. Our results demonstrate that deletion of *SKY1* also confers a growth advantage in the presence of oxidative stress inducers diamide and hydrogen peroxide. A genetic interaction between *SKY1* and *SUP35* was previously reported in the S288c background in rich media [30]. Here we showed that a genetic interaction is present between *SKY1* and *SUP35* in the presence of diamide and hydrogen peroxide in the BY background but not in the RM background. These results support previous finding that readthrough-dependent phenotypes vary based on the genetic background [9].

## Materials and Methods

### Strains, media, and plasmids

Cultures were grown in minimal medium containing 0.67% (w/v) yeast nitrogen base without amino acids (Difco) containing 2% (w/v) glucose (SMD) or rich medium, as specified. Additional nutritional supplements or drugs were added as required. YPD plates were made as described [31]. For sporulation, SPO++ was used (http://www.genomics.princeton.edu/dunham/sporulationdissection.htm).

We used pEF675 (a kind gift from Eric Foss) to replace *SUP35* with *sup35^C653R^* via two-step allele replacement [32] in BY4724 (*Mat* ***a*** *ura3Δ lys2Δ*) [33] and RM11-1a (*Mat* ***a*** *ura3Δ his3Δ0::NatMX hoΔ::HphMX AMN1^BY^*). pEF675 was made by sub-cloning *Sup35* into a common URA3-marked integrating yeast plasmid (pRS306 [34]) and subsequently changing cysteine 563 (TGT) to an arginine (CGT). Successful replacement for each strain was then confirmed by sequencing. We refer to strains with *SUP35* as wildtype and strains with *sup35^C653R^* as *sup35*. We then transferred *sup35* into strains with suitable genetic markers for X-QTL. To do so, we crossed BY-*sup35* and RM-*sup35* strains into BY MAT**α** *can1Δ::STE2pr-SpHIS5 lyp1Δ his3Δ1* and RM MAT**α** *AMN1^BY^ his3Δ0::NatMX hoΔ::HphMX* [14], respectively. After sporulating the obtained diploids and genotyping the dissected tetrads, we selected BY Mat**α** *his3Δ1 lyp1Δ can1Δ::STE2prSpHIS5 sup35^C653R^* and RM Mat**a** *AMN1^BY^ his3Δ0::NATMX hoΔ::HphMX sup35^C653R^* as *sup35* parental strains in X-QTL. We used strains form [14] as wildtype parental strains in X-QTL.

*SKY1* and *MRE11* replacement strains were generated by a two-step replacement method [35]. Each gene was first replaced with *URA3-KanMX* cassette from pCORE in wildtype and *sup35* BY and RM strains generating *goi*Δ::*URA3-KanMX* knockout strains. *SKY1* and *MRE11* alleles from the donor strains were amplified by PCR and introduced into recipient strains to replace *URA3-KanMX* cassette. Where mentioned, 400-base pair from the upstream regulatory region or 300-base pair from the downstream region is included in making replacement strains. Allele replacements were confirmed by sequencing.

### Sequencing

The RM *SKY1* and *MRE11* sequences were obtained from the whole genome-sequencing project at the Broad Institute (http://www.broad.mit.edu/annotation/genome/saccharomyces_cerevisiae/Home.html).

All sequencing was done using standard dideoxy methods.

### Growth rate measurement

We inoculated strains under examination in a 96-well plate (Costar; 3370) in rich medium and incubated the plate in 30°C until saturation. We then used a sterile 96-pin replicator (Nunc; 62409-606) to inoculate Costar 96-well plate (3370) containing rich medium and the reagent of interest. We then used Synergy 2 Multi-Mode Microplate Reader (BioTek Instruments) set at the desired temperature (30°C unless mentioned otherwise) and with continuous shaking at medium speed to collect OD_600_ at 30-minute intervals for up to 20 hours. We used data points corresponding to 0.05<OD_600_<0.5 (logarithmic growth phase) to calculate growth rate. Growth rate was calculated as the slope of a linear regression of the log transformed logarithmic growth phase data points. For each strain, unless otherwise specified, growth rate in rich media plus the reagent of interest is normalized by the strain's growth rate in rich media. Growth rate is shown as the mean ± the standard deviation of values obtained from at least eight independent growth measurements, including at least four biological replicates. We then performed t-test comparison between BY and RM growth rate ratios for all growth conditions. We used the obtained *p*-values to estimate the FDR at *p*-value<0.05 based on *q*-value calculation [36] in R (http://www.r-project.org/).

### Dual luciferase assay

Dual luciferase assay was performed as explained before [12]. Plasmids with the stop codon (pDB691) or the sense codon (pDB690), kindly provided by David Bedwell (University of Alabama at Birmingham), were transformed into the indicated yeast strains, and transformants were selected on SMD drop-out plates lacking uracil. Transformed strains were grown in liquid SMD medium to a cell density of 0.5–0.7 A600 units/mL as measured using Synergy 2 Multi-Mode Microplate Reader (BioTek Instruments). The luciferase assay was performed using the Dual-Luciferase Reporter Assay System (Promega; E1910). Approximately 10^4^ yeast cells from each strain expressing the indicated dual luciferase reporter were lysed using 100 µL of Passive Lysis Buffer in a 96-well plate (Costar; 3370). Two microliters of the lysate were added to 10 µL of the Luciferase Assay Reagent II in an opaque 96-well plate (Costar; 3614). Relative luminescence units (RLUs) produced by firefly luciferase activity were then measured for 10 seconds using Synergy 2 Multi-Mode Microplate Reader (BioTek Instruments). 10 µL of Stop&Glo buffer was then added to quench the firefly activity and activate the *Renilla* luciferase activity. RLUs were again measured for 10 seconds to determine the *Renilla* luciferase activity. Negative controls that contained all the reaction components except cell lysates were used to determine the background for each luciferase reaction and were subtracted from the experimental values obtained. Percent readthrough is expressed as the mean ± the standard deviation of values obtained from at least eight independent dual luciferase assay including at least four biological replicates.

### X-QTL

For each growth condition, we performed X-QTL on two biological replicates for the wildtype BY×RM cross and two biological replicates for the *sup35* cross. MAT**a** haploid segregants from the indicated cross were selected as explained before [14]. To create the segregating pool, a single colony of the diploid progenitor of the mentioned cross was inoculated into 5 mL YPD and grown to stationary phase. The diploid culture was spun down and the supernatant was decanted. The diploid pellet was then resuspended in 50 mL SPO++ sporulation medium. The sporulation was kept at room temperature (∼22°C) with shaking and monitored for the fraction of diploids that had sporulated. Once more than 50% of the diploids had sporulated, 10 mL of the sporulation were spun down and then the supernatant was decanted. The pellet was resuspended in 2 mL water. 600 µL β-glucoronidase (Sigma; G7770) were added to the preparation, and the mixture was incubated at 30°C for one hour. Water was added to the sample to the total volume of 20 mL. The spore preparation was spread onto SMD+canavanine/thialysine plates (Sigma; C9758 for canavanine (L-canavanine sulphate salt); A2636 for thialysine (S-(2-aminoethyl)- L-cysteine hydrochloride)), with 100 µL of sample going onto each plate. The plates were incubated at 30°C for two days. Then 10 mL of water were poured onto each plate and a sterile spreader was used to remove the segregants from the plate. The cell mixtures from four plates were then pipetted off the plates into a container. The pool was spun down and the water decanted. Haploid segregants were then inoculated into 100 mL liquid YPD and were incubated in 30°C while shaking on a rotary shaker at 200 rpm for about 30 minutes to recover. After the recovery, 100 µL of the segregant pool was pipetted and spread on the selection plates (YPD+reagent of interest) and control plates (YPD). For each condition/cross we used five selection plates to pool the resistant segregants. For each cross, we used three control plates to pool the whole population of segregants. Selection and control plates were then incubated at 30°C for two days. DNA was extracted from the grown cells using Genomic-tip 100/G columns (Qiagen; 10243). DNA was labeled using the BioPrime Array CGH Genomic Labeling Module (Invitrogen; 18095-012) with the sample being labeled with Cy3 dUTP and the reference being labeled with Cy5 dUTP. We used a BY/RM diploid as the reference for all hybridizations. Labeled samples were then hybridized onto the allele-specific genotyping microarray with isothermal probes that assay ∼18,000 single nucleotide polymorphisms (SNPs) between BY and RM [14]. The array data have been deposited in NCBI's Gene Expression Omnibus (GEO) [37] and are accessible through GEO Series accession number GSE33817 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE33817). Hybridization intensities were extracted and normalized using the rank invariant method in the Agilent Feature Extraction software package. For a given SNP, the difference in the log_10_ ratios of BY and RM-specific probes on a single array (or log_10_ intensity difference) was computed. Background allele frequency changes that occur during pool construction were removed from the selection by subtracting the log_10_ intensity difference obtained for the whole (control) population from the log_10_ intensity difference observed in the selections. To find readthrough-dependent peaks, we used a Savitzky-Golay filter to smooth the input data within sliding windows of 100 probes. The Savitzky-Golay method essentially performs a local polynomial regression on a series of values to determine the smoothed value for each point. This smoothing approach was used to preserve local maxima in the data. For each probe, we subtracted the average of the two wildtype X-QTL replicates from the average of the two sup35 X-QTL replicates for each growth condition and used this measure as the input data. Readthrough-dependent loci were called if the smoothed value surpassed the threshold for a 5% FDR, where the number of false discoveries at each threshold was determined by using the same algorithm on the control data, which were obtained by subtracting wildtype control X-QTL results from sup35 control X-QTL results for growth on YPD. To ensure that the results are robust to the statistical approach used, we also performed a student's t-test comparison of a moving window of six probes from the background-subtracted data for the two wildtype and the two mutant replicates for each selection. We set the threshold at *p value*<2.78×10^−6^ (Bonferroni-corrected *p*<0.05). Peak calling and all other statistical analyses were conducted in R (http://www.r-project.org/).

### ANOVA

For growth rate in diamide and hydrogen peroxide, an ANOVA of the form
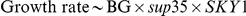
was performed in R using the *lm* function. BG stands for genetic background, which can be either BY or RM. *sup35* stands for the allelic status of *SUP35*, which can be either wildtype or *sup35^C653R^*. *SKY1* stands for the allelic status of *SKY1*, which can be either BY allele or RM allele. To test whether *SKY1* mRNA level could account for *SKY1* allelic effect, we first used an ANOVA of the form
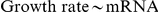
where mRNA stand for *SKY1* mRNA level and then used the residuals in an ANOVA of the form mentioned above.

### Quantitative RT–PCR

Each quantitative RT-PCR measurement represents data collected from three biological replicates. We harvested cells from the logarithmically growing strains in the mentioned growth conditions. We then used total RNA extraction kit (Norgen; 17200) to extract total RNA from collected cells. To perform quantitative RT-PCR, we used TaqMan RNA-to-C_T_ one-step kit (Applied Biosystems; 4393463C) and 7900HT Fast Real-Time PCR System (Applied Biosystems; 4329001). We used TaqMan TAMRA probes. We used a 6-FAM labeled probe for *SKY1* detection and a VIC labeled probe for *TDH2* detection (internal control). The primers were selected so that there would be no polymorphisms in the sequence amplified for *SKY1* (185-base pair fragment starting at 403^rd^ nucleotide of *SKY1* coding sequence) and *TDH2* (168-base pair fragment starting at 379^th^ nucleotide of *TDH2* coding sequence). The sequences of primers and probes used are as follows:

*SKY1*-F: ATGTGACGAAAGGAACGAAGA

*SKY1*-R: ACTAAAATGTAGCGTGCATCCTT

*SKY1*-probe: TCTTTGAAAGATTACAGGCCGGGTG

*TDH2*-F: AGGTTGTCATCACTGCTCCAT

*TDH2*-R: GTGGTACAAGAAGCGTTGGAA

*TDH2*-probe: CCAATGTTCGTCATGGGTGTTAACG

## Supporting Information

Figure S1 Partial loss of function allele of *SUP35* (*sup35^C653R^*) increases readthrough in BY and RM. Replacing wildtype allele of *SUP35* with the partial loss of function allele (*sup35^C653R^*) increases %readthrough in both BY and RM. %Readthrough was measured via a dual luciferase reporter assay, which uses tandem *Renilla* and firefly luciferase genes that are separated by a single in-frame stop codon. The activity of the firefly luciferase, encoded by the distal open reading frame, provides a quantitative measure of the readthrough of the stop codon that separates the two open reading frames. The activity of the *Renilla* luciferase, encoded by the proximal open reading frame, serves as an internal control for mRNA abundance. Thus, the relative abundance of these light-emitting proteins measures the efficiency of translation termination. Here, we used two separate reporters; one with UGA (stop codon) and one with CGA (sense codon) separating the *Renilla* and firefly open reading frames. For each strain, we calculated the readthrough as the ratio of firefly to Renilla luciferase activity in the presence of the stop codon, normalized by the observed ratio for the sense codon constructs.
(TIF)

Figure S2 A. X-QTL results for growth on chlorpromazine. Result for segregants from a cross between *sup35* BY and RM, wildtype BY and RM, and the t-test comparison between wildtype and *sup35* results is shown. The top two plots show comparisons of the allele frequencies from selected segregating population (Selection) to the whole population (Control) from a cross between *sup35* parent strains (*sup35*) and from a cross between wildtype parent strains (WT). For plotting, average of two biological replicates is used for each selection and average of six biological replicates is used for each control. Sliding window averages (40 kb) are plotted. Enrichment of the BY allele is indicated by deviations above zero and enrichment of the RM allele is indicated by deviations below zero. The third plot shows the readthrough-dependent loci (marked with dotted lines) called using an smoothing algorithm based on Savitzky-Golay filter on the differences between allele-frequency skews for wildtype and *sup35* X-QTL results (FDR 5%, Materials and Methods). The bottom plot shows −Log_10_(*p*) obtained from t-test comparison between allele frequencies in wildtype and *sup35* selected pools. When present, the readthrough-dependent loci (*p*<2.78×10^−6^; Bonferroni-corrected *p*<0.05) are marked with dotted lines. Results are represented in the same manner for (B–I). B. X-QTL results for growth on cobalt chloride. C. X-QTL results for growth on cycloheximide. D. X-QTL results for growth on diamide. E. X-QTL results for growth on E6-berbamine. F. X-QTL results for growth on ethanol. G. X-QTL results for growth on hydrogen peroxide. H. X-QTL results for growth on neomycin. I. X-QTL results for growth on tunicamycin.
(TIFF)

Figure S3 Interval corresponding to readthrough-dependent locus detected for growth in presence of diamide on Chromosome XIII. 50 kb surrounding the region on chromosome XIII and the genes residing in the region is shown (http://www.yeastgenome.org/).
(TIF)

Figure S4 *SKY1* variation underlies the locus on Chromosome XIII for growth on hydrogen peroxide. A) Comparisons of the selected segregating population (Selection) to the whole population (Control) from a cross between *sup35* BY and RM parent strains (*sup35*) and a cross between wildtype parent strains (WT) are shown for *MRE11*-fixed populations (BY×RM- *MRE11* ^BY^) in hydrogen peroxide. For plotting, average of two biological replicates is used for each selection and control. B) Comparisons of the selected segregating population (Selection) to the whole population (Control) from a cross between *sup35* BY and RM parent strains (*sup35*) and a cross between wildtype parent strains (WT) are shown for *SKY1*-fixed populations (BY×RM- *SKY1* ^BY^) in hydrogen peroxide. For plotting, average of two biological replicates is used for each selection and control. The dotted line shows the interval surrounding *MRE11* and *SKY1*.
(TIF)

Figure S5 *SKY1* variation contributes to readthrough-dependent differences in growth rates of BY and RM on H_2_O_2_. A) Knocking out *SKY1* eliminates the observed difference between wildtype and *sup35* growth rates in BY background. B) Replacing *SKY1* (upstream regulatory region, open reading frame and the downstream sequence) in the BY background with the RM allele increased growth rate in diamide in the presence of *sup35*, and replacing *SKY1* (upstream regulatory region, open reading frame and the downstream sequence) in the RM background with the BY allele decreased growth rate in the presence of *sup35*. C and D) these panels show the data presented in panels A and B grouped in different ways to highlight the growth effects of the *sup35* allelic state and the growth effects of the genetic background. Growth rates of wildtype and *sup35* BY and RM, as well as the corresponding *SKY1* swapped and *sky1Δ* strains are shown for growth in the presence of hydrogen peroxide, grouped according to the *sup35* allelic state (C) and genetic background (D). For each strain, growth rates are normalized based on the strain's growth rate in rich medium (YPD).
(TIF)

Figure S6 Readthrough-dependent strain-specific growth effects of *SKY1* in hydrogen peroxide. Replacing the *SKY1* downstream sequence alone captures the allelic effects of *SKY1* in *sup35* strains. Introducing a second stop codon immediately after the native stop codon at the end of the *SKY1* open reading frame shows that strain-specific growth effects of *SKY1* polymorphism are readthrough-dependent.
(TIF)

Table S1 List of growth conditions tested.
(DOC)

Table S2 Modeling growth rate in the presence of hydrogen peroxide using ANOVA with three factors: genetic background (BG), *SUP35* allelic status, and *SKY1* allelic status.
(DOC)

Table S3 Modeling growth rate in the presence of hydrogen peroxide after regressing out *SKY1* mRNA data using ANOVA with three factors: genetic background (BG), *SUP35* allelic status, and *SKY1* allelic status.
(DOC)

# Supplementary material for: Genetic Basis of Hidden Phenotypic Variation Revealed by Increased Translational Readthrough in Yeast
**Source:** PLoS Genet. 2012 Mar 1;8(3):e1002546. doi: 10.1371/journal.pgen.1002546
**Supplement:** Table S1 — List of growth conditions tested.

Table S1. List of growth conditions tested.

| Growth Condition | Dose-response range | Figure 1 Concentration | X-QTL Concentration | Unit | Source |
| --- | --- | --- | --- | --- | --- |
| Chlorpromazine | 2 - 10 | 8 | 20 | mM | Fluka |
| CoCl2 | 0.25 - 1.5 | 1 | 3 | M | Sigma |
| Cycloheximide | 5 - 30 | 25 | 100 | ng/mL | Sigma |
| Diamide | 0.25 - 1.5 | 1 | 2 | mM | Sigma |
| E6-berbamine | 2 - 10 | 8 | 40 | mM | Enzo Life Sciences |
| Ethanol | 2 - 10% | 6% | 8% | V/V | Sigma |
| H2O2 | 2 - 10 | 7 | 36 | mM | Fisher |
| Neomycin | 1 - 7 | 5 | 10 | mg/mL | Sigma |
| Tunicamycin | 0.1 - .075 | 0.6 | 3 | mM | Biomol |
| Anisomycin | 20 - 50 | NA | NA | μM | Biomol |
| Benomyl | 2 - 30 | NA | NA | mg/mL | Chem Service |
| Caffeine | 1 - 15 | NA | NA | mM | Sigma |
| FCCP | 5 - 40 | NA | NA | μM | Sigma |
| Menadione | 15 - 60 | NA | NA | μM | Sigma |
| Penitrum A | 10 - 40 | NA | NA | μM | Enzo Life Sciences |
| Mastoparan | 5 - 20 | NA | NA | μM | Calbiochem |
| Paraquat | 0.5 - 3 | NA | NA | mM | ChemService |
| Doxorubicin | 10 - 40 | NA | NA | μM | Biomol |
| LY83583 | 20 - 100 | NA | NA | μM | Biomol |
| Manumycin | 5 - 30 | NA | NA | μM | Biomol |
| Rapamycin | 25 - 200 | NA | NA | nM | Sigma |
| Nystatin | 2 - 40 | NA | NA | μg/mL | Sigma |
| NaCl | 0.5 - 2 | NA | NA | M | Sigma |
| KCl | 0.5 - 2 | NA | NA | M | Sigma |
| AmOAc | 0.25 - 1 | NA | NA | M | Sigma |
| CdCl2 | 0.1 - 2 | NA | NA | M | Sigma |
| Temperature | 20°C | NA | NA | NA | NA |
| Temperature | 28°C | NA | NA | NA | NA |
| Temperature | 33°C | NA | NA | NA | NA |
| Temperature | 36°C | NA | NA | NA | NA |
| Carbon Source Galactose | 2% | NA | NA | W/V | Sigma |
| Carbon Source Ethanol | 1% | NA | NA | V/V | Sigma |

# Supplementary material for: Genetic Basis of Hidden Phenotypic Variation Revealed by Increased Translational Readthrough in Yeast
**Source:** PLoS Genet. 2012 Mar 1;8(3):e1002546. doi: 10.1371/journal.pgen.1002546
**Supplement:** Table S2 — Modeling growth rate in the presence of hydrogen peroxide using ANOVA with three factors: genetic background (BG), SUP35 allelic status, and SKY1 allelic status.

Table S2. Modeling growth rate in the presence of hydrogen peroxide using ANOVA with three factors: genetic background (BG), *SUP35* allelic status, and *SKY1* allelic status.

| **Coefficient** | **Estimate** | **Std. Error** | **t value** | **Pr(>|t|)** |
| --- | --- | --- | --- | --- |
| (Intercept) | 0.726 | 0.00933 | 77.81 | < 2e-16 |
| BG (BY) | -0.101 | 0.0132 | -7.63 | 3.15E-10 |
| SUP35 (WT) | 0.0272 | 0.0132 | 2.061 | 0.04393 |
| SKY1 (BY) | -0.0708 | 0.0132 | -5.363 | 1.61E-06 |
| BG (BY): SUP35 (WT) | 0.0487 | 0.0187 | 2.607 | 0.01168 |
| BG (BY): SKY1 (BY) | 0.00862 | 0.0187 | 0.462 | 0.64592 |
| SUP35 (BY): SKY1 (BY) | 0.0588 | 0.0187 | 3.152 | 0.00261 |
| BG (BY): SUP35 (WT): SKY1 (BY) | -0.00346 | 0.0264 | -0.131 | 0.89595 |

# Supplementary material for: Genetic Basis of Hidden Phenotypic Variation Revealed by Increased Translational Readthrough in Yeast
**Source:** PLoS Genet. 2012 Mar 1;8(3):e1002546. doi: 10.1371/journal.pgen.1002546
**Supplement:** Table S3 — Modeling growth rate in the presence of hydrogen peroxide after regressing out SKY1 mRNA data using ANOVA with three factors: genetic background (BG), SUP35 allelic status, and SKY1 allelic status.

Table S3. Modeling growth rate in the presence of hydrogen peroxide after regressing out *SKY1* mRNA data using ANOVA with three factors: genetic background (BG), *SUP35* allelic status, and *SKY1* allelic status.

| **Coefficient** | **Estimate** | **Std. Error** | **t value** | **Pr(>|t|)** |
| --- | --- | --- | --- | --- |
| (Intercept) | 0.0373 | 0.0095 | 3.927 | 0.000238 |
| BG (BY) | -0.0977 | 0.0134 | -7.274 | 1.22E-09 |
| SUP35 (WT) | 0.0297 | 0.0134 | 2.212 | 0.0311 |
| SKY1 (BY) | -0.0664 | 0.0134 | -4.943 | 7.33E-06 |
| BG (BY): SUP35 (WT) | 0.0458 | 0.0190 | 2.41 | 0.0193 |
| BG (BY): SKY1 (BY) | 0.0124 | 0.0190 | 0.65 | 0.518 |
| SUP35 (BY): SKY1 (BY) | 0.0673 | 0.0190 | 3.543 | 0.00081 |
| BG (BY): SUP35 (WT): SKY1 (BY) | -0.0117 | 0.0269 | -0.436 | 0.665 |

How the deposited data were processed for this re-analysis (not part of the article)

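DNA of segregant pools from crosses of BY and RM, wildtype or carrying the sup35 allele in both parents, was read on Agilent 2-colour arrays of 17566 SNPs. The series holds 56 arrays, of which 54 could be assigned to a group from their labels: 2 selected arrays per cross in each of 8 conditions, 6 control arrays per cross on YPD, 1 array per cross in E6-berbamine, and 1 array per cross and agent for the allele replacements of SKY1 and MRE11 in diamide and hydrogen peroxide. The other 2 arrays, of E6-berbamine, carry labels that conflict on the cross and entered no comparison. The paper calls the replicates biological and its legends report 2 for the replaced crosses and their controls; the labels hold neither a second array nor controls of those crosses.

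The authors scanned the arrays and read them with Agilent Feature Extraction, as their processing notes state. The deposited scanner files hold the spot intensity in each channel and the log10 ratio of the reference (red, Cy5) over the pool (green, Cy3), which the authors obtained after background subtraction and rank-invariant dye normalization. The deposited value table holds 1 log10 value per SNP and array, the BY minus the RM log ratio with its sign turned, so that values above 0 mean more BY allele in the pool. Its scale, direction and lack of centring were found by setting each column against the scanner values: 27 columns are equal to their array's scanner file before outlier spots are left out (to within 5.0e-08), 2 are equal to the file of the other replicate (the sup35 pools in cycloheximide), and 27 are equal to none. The column medians lie between -0.00727 and 0.016 and those of the scanner files between -0.218 and 0.0554. How the 27 columns were made is not known.

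From the scanner files, spots marked as non-uniform or population outliers were left out (2 to 162 of 43989 SNP spots per array, median 18), saturated spots were kept (at most 6 per array), and the log ratios were averaged per SNP with the sign turned as in the value table. No further normalization was applied, since most SNPs of a selected pool can carry signal. The median spot was 9.42 times its background in the pool channel and 8.43 times in the reference channel (medians over arrays). The number of arrays limits the precision. All 54 arrays of the scanner values lay on the side that the crosses' markers require at CAN1 (toward BY) and at MATALPHA1 and MATALPHA2 (toward RM), and toward BY at URA3; HIS3, LYS2, HO and AMN1 had medians of -0.0114, 0.0805, 0.0309 and 0.0393, and LYP1 lies in no bin with enough SNPs.

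Loci were called with the filter that the methods name, a Savitzky-Golay filter, of order 3 and within chromosomes. The methods give windows of 100 probes; the filter needs an odd number, and 101 SNPs were used here. Runs of SNPs beyond a threshold and within 100 kb were merged. The threshold for readthrough-dependent loci is the lowest at which the loci of the control track (the sup35 minus the wildtype controls, as in the methods), scaled to 8 conditions, make up at most 5% of the loci called; for loci selected in 1 cross, the false loci are those of all choices of 2 control arrays against the other 4. The paper's text does not state the order of the filter, how SNPs were merged into loci, or whether the FDR was taken over all conditions together. The methods' t-test was run over windows of 6 SNPs at the paper's threshold. It takes the linked SNPs of the 2 arrays of a group as independent values. Because the filter takes no account of the spread between arrays, limma (version 3.58.1, R 4.3.3) was fitted to the means of 581 bins of 20 kb with at least 5 SNPs, with all 54 arrays in 1 fit and p-values adjusted by Benjamini-Hochberg within each condition at a threshold of 0.05. The window around SKY1 was 40 kb wide, the width of the paper's plots, without the SNPs in the replaced intervals; its 10 contrasts were adjusted together. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 did the rest.

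The array coordinates are those of sacCer1. A genome of that build was not used here, and genes were placed with a table of the assembly R64, from which names and neighbours were taken and no coordinates printed. A gene takes the value of the bin that holds its midpoint there; the array's SNPs of SKY1 lie on both sides of a bin border. A position can differ between the assemblies by more than a gene's length. Named are the genes the paper names at a measured position, the gene that holds or lies nearest to the peak of each readthrough-dependent locus and of the 3 largest selected loci per condition and cross, and up to 4 members per condition of 6 gene lists: selection markers (9 genes), translation termination and mRNA surveillance (20), oxidative stress and thiol redox (20), ER stress and N-glycosylation (14), drug efflux and its regulators (13) and genes known to carry functional BY/RM polymorphisms (15). The tests, the gene lists, this rule and the first set of alternatives were fixed before the data were examined; the positions in Figure 2A had been seen. A list's number of bins past the threshold was set against 10000 rotations of its positions around the genome.

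The control arrays share numbers between the crosses. Arrays of 1 number deviated together in 6 of 6 numbers in both sources (r of deviations 0.143 to 0.751 in the scanner values and 0.41 to 0.588 in the value table). The numbers thus pair the control arrays, and they also follow the 3 scan sessions. The r was highest for arrays of the same number in 6 of 6 numbers in the scanner values and in 3 of 6 in the value table. In the table, pairing by number is therefore not separated from scan session. With the number as a block, 0 bins differed between the control pools in the scanner values, as without it, and 90 in place of 50 in the value table.

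The alternatives were normexp background correction (offset 50), the value table, a filter on dim probes (10048 SNPs left), outlier spots kept, filter windows of 51 and 201 SNPs, a filter of order 1, merging within 50 kb, an FDR of 1%, the FDR within each condition, 100 random draws of control arrays as the null, bins of 10 and 40 kb, windows of 20 and 80 kb around SKY1, replaced intervals kept, the replicate number, slide or scan session as a block, only the groups compared, and each replicate left out in turn. A selected replicate was left out of all 8 conditions at once, which left 1 array per selected group. After the data were seen, median-centred arrays, control arrays of the same scan session, and only those arrays whose file equals the value table were added, with some of the above repeated on the value table.

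Each step was tested on simulated data with 24 loci of each height, with the noise of either source. The simulated control pools of the crosses were given the same mean, unlike the real ones of the value table. Each simulated array drew its deviation independently and with a random sign. The pairing by number and the scan sessions of the real control arrays are thus absent. The thresholds that the filter set there are therefore not like those of the real data. The filter recovered 91.7% of the loci of height 0.1 and 100% of those of 0.2 and 0.4 with scanner noise, but at the thresholds it set there (0.038 and 0.028) 161 of its 231 calls lay near no simulated locus, and 145 of 217 with the noise of the value table. At the thresholds of the real data (0.083 and 0.075) these were 35 of 101, above 5%, and 2 of 74, under it. As the real control arrays do not vary independently, such shares do not estimate the FDR of the real calls. With draws of control arrays as the null, 3 of 41 and 2 of 74 calls lay near none, and with the t-test 20 of 87 and 4 of 76. limma recovered 8.33%, 66.7% and 100% of the loci of height 0.1, 0.2 and 0.4 with scanner noise, with 0 of 258 bins away from a locus, and 95.8%, 100% and 95.8% with the noise of the value table, with 41 of 771 bins away. A locus counted as recovered by limma only if its own 20-kb bin passed, and by the filter and the t-test if a call lay within 100 kb. For calls near none, limma allowed a longer distance than the 100 kb of the others. The shares are therefore not like for like between limma and the other steps. The rotation test gave a share under 0.05 for 2.4% of 500 random lists.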

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

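All tests of explanations in this part were chosen after the results were seen.

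The sup35 control array of replicate 2 stands apart in the scanner values. Its median over SNPs was -0.218, where the other 5 lay between -0.00642 and -4e-05, its mean around SKY1 was -0.207 (others -0.0195 to 0.0647), and on chromosome XIII at 760001 to 780000 it was -0.169 (others 0.0386 to 0.138). The wildtype control array of replicate 1 had a median of -0.00671, just outside the -0.00351 to -0.0025 of the others. Of 20 sets of values examined (5 measures for each cross in each source), 4 had such an array, all in the scanner values. Of these 4, 3 are the same array, so they are not independent and no chance rate applies to their number.

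Around SKY1, the difference between the sup35 and wildtype pools changed with the label of the SKY1 replacement. In diamide it moved toward BY, by 0.205 (limma, adjusted p = 0.0422) in the scanner values and 0.158 (adjusted p = 2e-07) in the value table. In hydrogen peroxide it moved by -0.217 (adjusted p = 0.0422) in the scanner values and by 0.0505 (adjusted p = 0.0495) in the value table, so the direction depends on the source there. Each replaced cross has 1 array, and the unreplaced selected arrays in diamide are the same measurements in both sources, so the direction there is no independent check.

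The control pools, whose difference the paper does not report, differ in the value table. At 760001 to 780000 on chromosome XIII the sup35 controls exceeded the wildtype controls by 0.0898, and 50 of 581 bins differed by limma, 24 toward BY and 26 toward RM; among the genes of the fixed lists SUP35 (0.0427), SKY1 (0.0389) and, toward RM, MKT1 (-0.0823) lie in such bins. Over all splits chance cannot be excluded for that count: of 100 splits of the 12 control arrays into 6 and 6, 5 gave as many bins, the real split included, and the highest other gave 68. These splits ignore that the numbers pair the arrays; among the 32 splits that part every pair, the real one gave 50 and the highest other 7. The splits with more bins than that thus put some arrays of 1 number on the same side, which points to a structure by number or scan session. Within scan sessions 36, 42 and 15 bins differed. By limma 0 bins differed in the scanner values over all sessions (78 at an unadjusted p under 0.05), and 41 within the second session. Beside a count of 0 all 100 splits give as many whatever the data, so they say nothing about chance there; the highest other gave 5. Without control replicate 2 there were 5.

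The control difference reaches into the comparisons on the right arm of chromosome XIII. At 760001 to 780000 in the value table, the selected sup35 and wildtype pools differed by 0.0325 in cycloheximide and 0.0174 in tunicamycin before the controls were subtracted, and by -0.0573 and -0.0723 after. For these conditions the direction toward RM appears only after subtraction. A difference in the control pools alone, or selection toward RM from a higher start, would give the same values, which cannot tell these apart. In diamide and hydrogen peroxide the selected pools themselves differed, by -0.261 and -0.145, which the controls cannot give. The scanner values give -0.261 in diamide too, whose arrays are the same measurements, and 0.216, toward BY, in hydrogen peroxide, so the direction there depends on the source. A biological difference between the pools stays open in each of these conditions, as the sup35 allele and its interaction with the drug were the design.

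The arrays labelled MRE11BY read as polymorphic at MRE11. The 3 SNPs there respond to allele frequency, with slopes on their neighbours of at least 0.702 in the value table (the 5th percentile over the SNPs examined is 0.206), which argues against dead probes. A shift of up to 10 kb between the array coordinates and the gene table would leave fixed SNPs nearby, and 0 of 15 SNPs within 10 kb had all 4 arrays above every unreplaced array, against 4 of 17 around SKY1 for the arrays labelled SKY1BY. Over the genome 337 and 206 of 17566 SNPs did so for these labels, so such SNPs exist elsewhere for the arrays labelled MRE11BY, and a larger shift is not tested. The highest of the 4 medians over the MRE11 SNPs was -0.0139, within the -0.165 to 0.187 of the unreplaced crosses. Mislabelled arrays, or an allele that was not replaced, may explain this; the methods report that the replacements were sequenced, which speaks against the latter in the strains, and nothing here tests either. The design gives no biological explanation to test.

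For 27 arrays the scanner file equals no column of the value table. A further normalization of the same arrays is argued against by a median r of 0.483 between file and column. An exchange of files within the series would leave 4 files that read as fixed for BY at SKY1, as 4 columns do, but the highest of the 56 files read 0.277 there. The median r of neighbouring bins in these files was 0.788, after the median profile of the unreplaced crosses was subtracted. That subtraction can itself make neighbouring bins correlate, so the r cannot test whether values were attached to the wrong spots. All 54 assigned scanner files lay above 0 at CAN1 (lowest 0.325) and below 0 at MATALPHA2 (highest -0.386). For these files, that argues against values attached to spots at random. What these files hold stays open; they are 2 of 7 files of the first scan session, 8 of 32 of the second and 17 of 17 of the third.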

How the results depend on the processing

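The tests on median-centred arrays, on control arrays of the same scan session, within scan sessions, on arrays whose file equals the value table, the adjusted form of the methods' t-test, and any further change made on the value table were chosen after the results were seen. Of the changes to the main results, 236 kept their direction and side of the threshold, 45 lost the threshold, 6 passed it, 17 turned direction and 26 moved a count by over 1.5 times; for single loci and conditions the counts were 991, 11, 96, 4 and 225. Unless a cause is given, the cause was not tested.

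The value table gave 35 readthrough-dependent loci in place of 179 (31 by the methods' t-test, in place of 203), 145 loci in the sup35 cross in place of 88, 390 bins in place of 782 and 50 control bins in place of 0. The share of loci toward BY was 20 of 35 in place of 111 of 179, and the offset of the scanner contrasts over all SNPs can enter the latter. Draws of control arrays as the null gave 90 loci, and 1 on the value table. The t-test after Benjamini-Hochberg adjustment gave 313. All other planned changes left between 138 and 214 loci. Only arrays whose file equals the table (5 conditions, so fewer samples) gave 24 loci, 229 bins and 33 control bins. Centred arrays gave 137 loci in the sup35 cross and 4 control bins. Only the groups compared gave 514 bins, and 403 came from the value table with control arrays of the same session (neomycin left out).

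Control bins were 6 with slide as a random block, and within scan sessions 1, 2 and 3 they were 0, 41 and 0, and 36, 42 and 15 on the value table. With the replicate number as a block, bins were 788 and control bins 0, against 615 and 90 on the value table. The selected arrays share only a number (r of deviations over 0.1 in 2 of 8 conditions, under -0.1 in 2; 4 and 1 in the value table). The block left the adjusted p of the SKY1 window in diamide under 0.05 and that in hydrogen peroxide above it, where the value table with the block gave -0.116; in neomycin it took the bins from 7 to 0. No paired analysis was possible for the replaced crosses because their arrays carry no shared numbers.

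Leaving out 1 replicate in turn gave 86 to 155 loci in the sup35 cross (155 without control replicate 2), 117 to 1217 bins (154 and 117 without selected replicate 1 and 2, 1217 without control replicate 2) and 0 to 5 control bins (5 without control replicate 2). The fits without a selected replicate left it out of all 8 conditions. They kept 1 array per selected group, and limma took its spread from the control arrays alone. Around SKY1, leaving out 1 replicate gave -0.182 to -0.124 for the difference in diamide, 0.197 to 0.213 for its change with SKY1BY and -0.22 to -0.162 with MRE11BY. In hydrogen peroxide it gave -0.154 to -0.0959 with SKY1BY, -0.222 to -0.211 for its change and -0.019 to 0.039 with MRE11BY. Only the fit without control replicate 2 kept the adjusted p of the difference in diamide, of its change with SKY1BY, of that with MRE11BY and of the change with SKY1BY in hydrogen peroxide under 0.05 (2.4e-05, 2.5e-04, 4.1e-05 and 1.6e-04 from limma; at most 0.471 over the others), and there the SKY1BY value in hydrogen peroxide passed the threshold at -0.154 and the MRE11BY value turned to -0.019.

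Around SKY1 in diamide, the difference between the pools was toward RM under every change. It lost the threshold with normexp (-0.105), in the fit of only the groups compared (-0.141, fewer samples) and in the 20-kb window (-0.145). Its change with SKY1BY was toward BY under every change; it lost the threshold with normexp (0.112), both probes above background (0.178), only the groups compared (0.205), 20 kb (0.174) and 80 kb (0.176). The value with SKY1BY itself turned to -0.0412 on the value table and -0.0437 there with controls of the same session, and passed the threshold toward BY with slide as a block (0.216, adjusted p = 0.0038, limma). With MRE11BY the difference stayed toward RM and lost the threshold with normexp (-0.134), controls of the same session (-0.0884), only the groups compared (-0.179) and 20 kb (-0.197); its change from the unreplaced crosses turned to 0.0482 on the value table, 0.061 there with controls of the same session, and 0.12 with those on the scanner values.

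In hydrogen peroxide, the difference between the pools turned on the value table, to -0.116 and, with controls of the same session, -0.132. With SKY1BY it passed the threshold on the value table (-0.0657, and -0.0682 with controls of the same session), with centred arrays (-0.136) and with slide as a block (-0.151). Its change turned on the value table (0.0505 and 0.0634) and lost the threshold with normexp (-0.132), both probes above background (-0.188), controls of the same session (-0.0583), only the groups compared (-0.217) and 20 kb (-0.208). With MRE11BY the difference turned on the value table (-0.124 and -0.126), with centred arrays (-0.0156) and with slide as a block (-0.0159), and its change with controls of the same session (0.0767, and 0.0055 on the value table).

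Of single loci, 4 turned: with normexp TOP2 in ethanol (-0.0373), BPH1 in tunicamycin (-0.0525) and CAN1 in tunicamycin (0.0449), and in bins of 40 kb GYP8 in hydrogen peroxide (0.019). Signal over background, 4.98 to 14.7 in the pool channel, limits dim probes, and the filter on them left 147 loci.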

Differences from the paper's values

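The methods' t-test was set before the data were examined; its adjusted form and its run on the value table were chosen after the results were seen. The counts here cover 8 conditions and the paper's 9. The paper's FDR of 5% and its control data were used; how it merged SNPs into loci is not in its text.

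The scanner values gave 179 readthrough-dependent loci, and the paper's value is 18. All 20 alternatives set before the data were examined differ from the paper's value, with 35 to 214 loci; the value table gave 35, the lowest. Of the changes chosen later, the methods' t-test on the value table gave 31, draws of control arrays as the null on the value table 1, and only arrays whose file equals the table 24, over 5 conditions.

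The most readthrough-dependent loci in 1 condition were 57, in hydrogen peroxide, and the paper's value is 6. The same 20 alternatives all differ, with 12 to 68. The fewest in a condition were 1, and the paper's value is 1; 15 of the 20 alternatives differ, with 0 to 10, and the value table gave 0 (cycloheximide).

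Distinct readthrough-dependent loci, chains of peaks each within 100 kb of the next whichever allele they favoured, numbered 57, and the paper's value is 10. Here too all 20 alternatives differ, with 21 to 64. The most conditions at 1 locus were 7 in the scanner values and 5 in the value table, and the paper's value is 5; 2 of the 20 alternatives differ by more than 1.5 times, with 3 and 8.

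The most loci selected in a condition were 52 in the wildtype cross and 49 in the sup35 cross, and the paper's value for both is 20. All 17 alternatives set before the data were examined differ for each cross, with 31 to 59 and 31 to 57.

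The paper states that hydrogen peroxide has a readthrough-dependent locus at the position of the one in diamide, and that the RM allele of SKY1 favours growth there, which is a skew toward RM. The value around SKY1 was 0.103, toward BY, in the scanner values and -0.116, toward RM, in the value table. In diamide, whose selected arrays are the same in both sources, both lie toward RM (-0.141 and -0.199), and the sup35 pool carries most of the skew (-0.186 and -0.242). The paper states a skew in the sup35 pool and none in the wildtype pool, which lay toward RM at -0.045 (standard error 0.0384) and, in the value table, -0.0425 (standard error 0.0108).

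For the SKY1 replacement in hydrogen peroxide, the paper states that SKY1 polymorphisms are causal. It also draws on growth rates of strains with SKY1 swapped or deleted, in both agents, which the arrays do not test. Around SKY1 in the value table, the sup35 controls, taken from the unreplaced crosses, lay above the wildtype ones by 0.0492 (standard error 0.00763, limma). This enters the table values given next. In the arrays labelled SKY1BY, the difference between the pools in the value table was -0.0657 in place of -0.116 and stayed past the threshold (adjusted p = 0.0045, limma); in the scanner values, where these arrays do not read as fixed at SKY1, it was -0.113 in place of 0.103. In diamide the paper states that no difference was left with the replacement, and the values were 0.0638 and -0.0412, neither past the threshold; with slide as a random block, an alternative set before the data were examined, the scanner value was 0.216 and past it (adjusted p = 0.0038, limma).

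The paper states that MRE11 was no longer polymorphic in the MRE11 replacement. The 4 arrays so labelled had medians of -0.126 to -0.0139 over the MRE11 SNPs in the value table, within the range of the unreplaced crosses. The paper states that the skew stayed in diamide, and the difference was toward RM in both sources (-0.179 and -0.151). In the scanner values its adjusted p stayed under 0.05 in only 1 of the 8 fits without 1 replicate, and with control arrays of the same scan session, chosen later, it was -0.0884 (adjusted p = 0.354, limma).

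The paper gives the right arm of chromosome XIII in 5 conditions, which by eye in Figure 2A are diamide, hydrogen peroxide, E6-berbamine, cycloheximide and tunicamycin. In the value table the filter called it in diamide, hydrogen peroxide and E6-berbamine, and not in cycloheximide and tunicamycin. In those the bin at 760001 to 780000 was -0.0573 and -0.0723, and limma passed the latter (adjusted p = 0.0448). In the scanner values the filter called a locus over that bin in diamide toward RM, in hydrogen peroxide, chlorpromazine and CoCl2 toward BY (peaks of 0.25, 0.349 and 0.128), and in none of E6-berbamine, cycloheximide and tunicamycin.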

Other observations

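The rotation tests of gene lists were set before the results were seen; the reading of the unassigned arrays was chosen after the results were seen.

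Genes of the fixed lists near readthrough-dependent bins were read from the value table, where limma passed bins in 7 of the 8 conditions. Linked genes move together, so a gene named here is only near a selected position, and SKY1 stands for the bin at 680001 to 700000 alone. Of the genes known to carry functional BY/RM polymorphisms, 3 list bins passed in ethanol against 0.42 in the mean rotation (share of rotations with as many, 0.007), 3 in neomycin (0.0079), 3 in CoCl2 (0.049), 5 in tunicamycin (0.0778), 3 in diamide (0.292) and 3 in hydrogen peroxide (0.455). Adjusted over the list alone, 6, 8, 7, 8, 3 and 3 of its genes passed in the same order. The largest within each condition were HAP1 in CoCl2 (0.188), MKT1, SAL1 and END3, which share a bin, in tunicamycin (0.242) and in ethanol (0.151), PHO84 in diamide (0.155) and in neomycin (-0.129), and IRA2 in hydrogen peroxide (-0.0954). In the control pools 5 bins of this list passed (0.0028). The same control arrays are subtracted in every condition, so their difference enters the values and shares given for this list.

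Of the genes of oxidative stress and thiol redox, 7 bins passed in tunicamycin (share 0.0424), led by SOD1 (-0.118), TSA1 (-0.115), YAP1 (-0.0939) and YCF1 (0.0669), 4 in diamide (0.296) and 5 in hydrogen peroxide (0.322). Of translation termination and mRNA surveillance, 7 passed in hydrogen peroxide (0.0517), among them SKY1 (-0.0885), DBP5 (-0.0717) and ITT1 (-0.057), 4 in tunicamycin (0.517), 1 in neomycin (0.54), ITT1 at -0.0908, and 1 in diamide (0.966), SKY1 at -0.166. Of ER stress and N-glycosylation, 5 passed in hydrogen peroxide (0.127), 3 in diamide (0.329) and 1 in tunicamycin (0.958), GFA1 at 0.0444. Of drug efflux and its regulators, 4 passed in diamide (0.101), FLR1 at 0.119 and PDR3 at 0.0835 among them, and 1 in hydrogen peroxide (0.897). Of the selection markers, 1 bin passed in hydrogen peroxide (0.815), with LYS2 at 0.0551, and 1 in tunicamycin (0.788), with AMN1 at -0.0464. These shares are not adjusted over the 6 lists and the conditions. For E6-berbamine, with 1 array per cross, the bins were 4 for functional polymorphisms (0.0716), 4 for oxidative stress (0.179), 1 for termination (0.927), 1 for ER stress (0.832), 1 for drug efflux (0.814) and 0 for markers. In the control pools they were 3 for termination (0.226), 1 for oxidative stress (0.868), 2 for ER stress (0.335) and 0 for drug efflux and markers.

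The scanner values passed list bins in 3 conditions. In chlorpromazine there were 15 for termination (0.417), 16 for oxidative stress (0.255), 9 for ER stress (0.807), 11 for drug efflux (0.228), 8 for functional polymorphisms (0.814) and 4 for markers (0.951). In hydrogen peroxide there were 14 (0.18), 11 (0.671), 7 (0.804), 10 (0.118), 4 (0.978) and 3 (0.924) in the same order. In neomycin there was 1 for oxidative stress (0.213) and 1 for functional polymorphisms (0.139). With the replicate number as a block no bin passed in neomycin.

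In E6-berbamine, with 1 assigned array per cross, both crosses were selected strongly toward BY on chromosomes XIII and XIV, where the wildtype cross peaked at NUP188 (0.911) and MLF3 (0.684). The 2 unassigned arrays of the same agent read 0.613 and 0.578 in the value table at 60001 to 80000 on chromosome XIII and 0.543 and 0.587 at 460001 to 480000 on chromosome XIV. In their scanner files they read -0.404 and -0.419, and -0.369 and -0.293, the opposite direction.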
